# Hypocotyl Transcriptome Reveals Auxin Regulation of Growth-Promoting Genes through GA-Dependent and -Independent Pathways

**DOI:** 10.1371/journal.pone.0036210

**Published:** 2012-05-09

**Authors:** Elisabeth J. Chapman, Kathleen Greenham, Cristina Castillejo, Ryan Sartor, Agniezska Bialy, Tai-ping Sun, Mark Estelle

## Abstract

Many processes critical to plant growth and development are regulated by the hormone auxin. Auxin responses are initiated through activation of a transcriptional response mediated by the TIR1/AFB family of F-box protein auxin receptors as well as the AUX/IAA and ARF families of transcriptional regulators. However, there is little information on how auxin regulates a specific cellular response. To begin to address this question, we have focused on auxin regulation of cell expansion in the *Arabidopsis* hypocotyl. We show that auxin-mediated hypocotyl elongation is dependent upon the TIR1/AFB family of auxin receptors and degradation of AUX/IAA repressors. We also use microarray studies of elongating hypocotyls to show that a number of growth-associated processes are activated by auxin including gibberellin biosynthesis, cell wall reorganization and biogenesis, and others. Our studies indicate that GA biosynthesis is required for normal response to auxin in the hypocotyl but that the overall transcriptional auxin output consists of PIF-dependent and -independent genes. We propose that auxin acts independently from and interdependently with PIF and GA pathways to regulate expression of growth-associated genes in cell expansion.

## Introduction

The plant hormone auxin has diverse roles in plant growth and development including, but not limited to, embryogenesis, cell division and expansion, root initiation, tropic responses, apical dominance, flowering, and fruit and seed development [1]. A major challenge in the field of auxin biology is to understand how a small molecule can specify such distinct changes in morphogenesis and growth throughout the life cycle of a plant. Current models suggest that auxin levels are highly regulated through changes in auxin biosynthesis, conjugation and storage, degradation, and polar transport. Auxin level is then interpreted by the auxin perception machinery resulting in tissue- and cell type-specific changes in gene expression [2], [3], [4].

Auxin regulation of transcription involves a large family (23 in Arabidopsis) of DNA-binding transcription factors called the AUXIN RESPONSE FACTORs (ARF) [5], [6]. ARFs bind to promoters of auxin-responsive genes at *cis*-elements referred to as auxin response elements (*AuxREs*) [7], [8]. A TGTCTC sequence motif first identified in the auxin-responsive *GH3* promoter from soybean was shown to recruit multiple members of the *Arabidopsis* ARF family, with TGTC being absolutely required for ARF-DNA binding [9]. However, the TGTCTC element is not found in all auxin-responsive promoters. In some cases tandem repeats of the TGTC portion of the *AuxRE* are sufficient for auxin induction [10], [11]. ARF proteins are characterized by a B3-like DNA binding domain, a middle region associated with transcriptional repression or activation, and a C-terminal domain (CTD) involved in homo- and hetero-dimerization [2], [7], [8]. The CTD region is similar to the C-terminal domains III and IV of the Aux/IAA transcriptional regulators [12].

The Aux/IAAs are a 29 member family of small nuclear proteins in *Arabidopsis* that are involved in repressing auxin-regulated transcription [13]. Aux/IAA proteins contain four conserved domains (I–IV), of which domains I, II and IV contain nuclear localization motifs. Domain III contains a sequence that is related to the βαα DNA binding domain that is required for Aux/IAA homo- and hetero-dimerization. However, there is currently no evidence that Aux/IAA proteins bind DNA directly [14], [15]. Rather, Aux/IAAs are recruited to promoters through interactions with ARF proteins that are mediated by domains III and IV of the two proteins. Domain II of Aux/IAAs is highly conserved and contains a degron motif that is important for degradation by the SCF^TIR1^ E3 ubiquitin ligase complex [12], [16]. Mutations in this degron result in stabilization of the protein and reduced auxin response, causing various defects in growth and development [6], [16], .

Functional redundancies within the ARF and Aux/IAA gene families make assigning specific roles of each protein a challenge. However, genetic studies have revealed ARF and Aux/IAA combinations that are essential for certain processes. BDL/IAA12 and MP/ARF5 specify apical-basal polarity during embryogenesis [18], SLR/IAA14 and NPH4/ARF7 are required for lateral root initiation, and MSG2/IAA19 and NPH4/ARF7 are involved in tropic hypocotyl growth [19]. ARF2, ARF8, and ARF19 are involved in root and hypocotyl growth and development, although Aux/IAA partners in these processes are not clear [20], [21], [22]. Recently, the apical-basal polarity determinant TOPLESS (TPL) was shown to act as a transcriptional co-repressor with IAA12/BDL to repress ARF5/MP transcriptional activity [23]. It has yet to be seen whether all the Aux/IAAs interact with TPL to repress the auxin response in specific developmental pathways.

Auxin exerts changes in gene expression by interacting with the TIR1/AFB family of auxin receptors. These proteins are the F-box protein subunits of SCF (Skp1/Cullin/F-box) complexes that target the Aux/IAAs for proteasome-mediated degradation [24], [25], [26]. The *Arabidopsis* genome encodes 5 proteins related to TIR1, Auxin Signaling F-Box (AFB) proteins AFB1, 2, 3, 4 and 5. Previous work has shown that, like TIR1, AFB1–5 function as auxin receptors that interact with Aux/IAA repressors in an auxin-dependent manner [26], [27]. Mutant analysis reveals overlapping functions of TIR1/AFB1–3. The most severely affected *tir1 afb1 afb2 afb3* quadruple mutants arrest shortly after germination [26]. The AFB4 clade of receptors, including AFB4 and AFB5, display a unique affinity for the synthetic auxin picloram. The *afb5-5* single mutant shows almost complete resistance to picloram-induced hypocotyl growth [27].

In order to develop successful models for auxin regulation of growth and development, it will be important to identify the gene targets of the TIR1/AFB pathway(s) and understand their function in cell growth. Several studies of auxin-responsive transcriptomes have identified large numbers of candidate auxin targets. The results of supporting genetic studies ascribe developmental roles to a small number of these [28]. A potential barrier to identification of distinct auxin pathways from such studies lies in the complexity of the tissue sampled for the experiment. Auxin mediates distinct responses in different tissue types, for example inhibiting primary root elongation while stimulating lateral root initiation and outgrowth [29]. Therefore, auxin-responsive transcriptomes in entire plants are too complex to facilitate separation of distinct developmental pathways.

In this study we focus on the role of auxin signaling in cell expansion. We chose the hypocotyl, which grows entirely by cell expansion, as a model tissue for this study [30]. The hypocotyl elongates in plants overexpressing auxin biosynthetic genes [31] and in response to high temperature [32], due to elevated auxin levels. Hypocotyl elongation is tightly regulated and many signaling pathways overlap to regulate uniform, as well as directional, hypocotyl cell expansion. Light is a major repressor of hypocotyl growth and as a consequence, mutations in the phytochrome light receptors result in seedlings with long hypocotyl phenotypes [33]. Light-activated forms of the phytochromes interact with members of the phytochrome-interacting factor (PIF) family of bHLH transcription factors, signaling rapid phyA- and phyB-mediated degradation of PIF3,4 and 5 in the light [34], [35], [36]. PIFs have also recently been shown to function in GA signaling [37]. The PIFs appear to be the major positive regulators of hypocotyl growth, as they are required for growth responses to time of day, direction of light source, nutrients, high temperature and other stimuli [38], [39], [40], [41]. PIF mRNA and protein levels are controlled by the circadian clock, light, and GA signaling, such that PIF activities and hypocotyl growth are repressed during the day [39], [42], [37]. Within the PIF family, several *PIF* and *PIF-LIKE (PIL)* genes are implicated in germination and early seedling growth [43]. PIF4 and PIF5 seem to be particularly important for hypocotyl growth as expression of these factors is circadian regulated and correlates with hypocotyl growth [39], [42]. In addition the *pif4pif5* double mutant has a short hypocotyl phenotype [36].

Here we identify auxin signaling components required for auxin-responsive hypocotyl elongation. In addition we characterize the auxin transcriptome specifically in elongating hypocotyl tissue. Our findings indicate that auxin-induced hypocotyl elongation is associated with regulation of a suite of growth-associated genes and involves GA biosynthesis. Importantly, we also show that auxin works in part through pathways independent of GA and PIF activities.

## Results and Discussion

### Auxin Promotes Elongation of *Arabidopsis* Hypocotyls

To explore the function of auxin in plant growth, we have elected to focus on the *Arabidopsis* hypocotyl. Our first task was to develop a robust assay for auxin response in this system. Seedlings were grown at 22C for 5 days in various day-night cycles, exposed to auxin, and measured after different treatment times. Initially, we treated seedlings with the synthetic auxin picloram because earlier studies showed that this compound promoted hypocotyl elongation while the natural auxin indole acetic acid (IAA), generally inhibited elongation [27], [44], [45]. However, under our conditions we found that both picloram and IAA promoted hypocotyl growth in continuous light (LL), long days (LD), or short days (SD) (Fig. 1A). Unless otherwise stated, LD conditions were used for additional experiments designed to characterize auxin-responsive hypocotyl growth (Fig. 1B). Importantly, in our conditions the auxin dose-response curve for hypocotyl growth of wild-type seedlings is bell-shaped (Fig. 2). This differentiates our growth conditions from those in which auxin treatment or constitutive auxin signaling inhibits hypocotyl elongation [22], [44], [46]. Interestingly, the bell-shaped response curve is similar to auxin dose response in root system growth modeled previously [47], suggesting that an auxin signaling level optimal for eliciting a growth response may be a common feature among auxin-responsive tissues.

**Figure 1:**
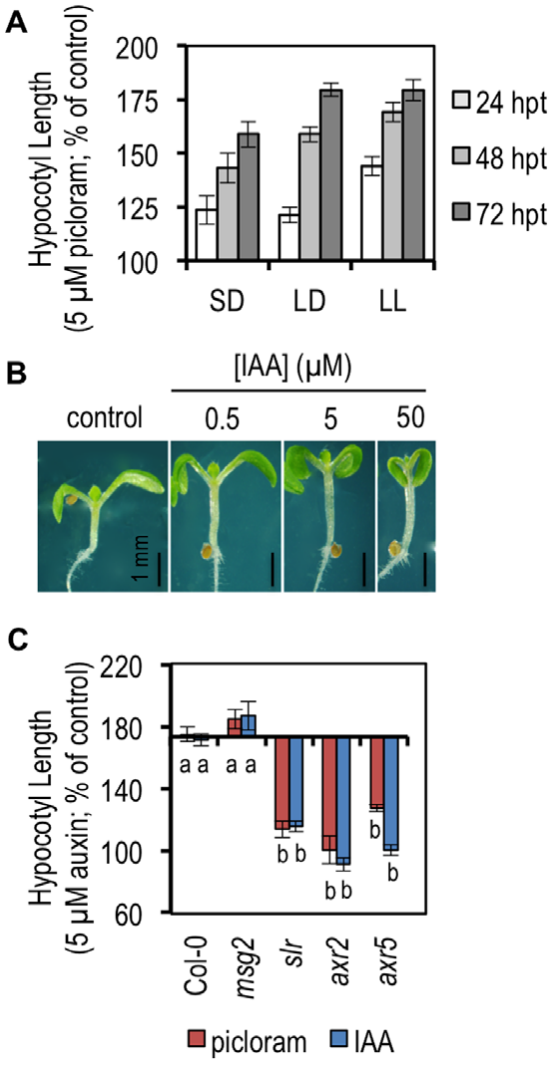
Auxin promotes hypocotyl elongation in light-grown seedlings. Auxin promotes hypocotyl elongation in a range of day-length conditions. Average hypocotyl length of wild-type seedlings grown in short days (SD; 8/16), long days (LD; 16/8) or constant light (LL) and treated with 5 µM picloram was determined following 24, 48, or 72 hours of auxin treatment. Hypocotyl length on auxin is shown as a percentage of length on control medium. Error bars indicate standard error. (B) Auxin response in seedlings increases with auxin concentration. Images of aerial portions of individual 7 day-old seedlings were captured following 48 hours of IAA treatment at the indicated concentrations. (C) Hypocotyl auxin response requires auxin signaling. Average hypocotyl length of wild-type or *aux/iaa* mutant seedlings treated with 5 µM picloram (red bars) or IAA (blue bars) was measured following 48 hours of auxin treatment. Hypocotyl length on auxin relative to the untreated control is shown as in (a). *Error* bars indicate standard error. Statistical significance was determined using a Tukey HSD post hoc comparison among the means on the analysis of variance using type III sums of squares (p<0.05).

**Figure 2:**
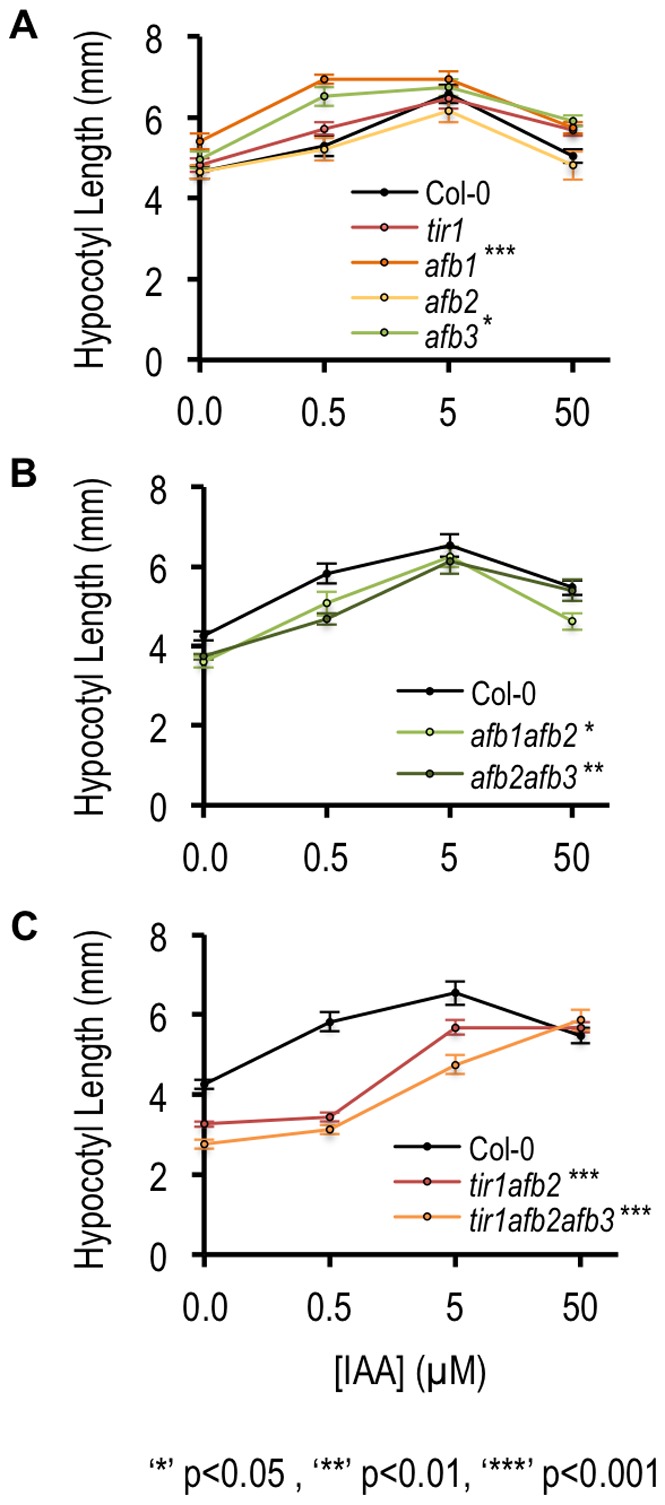
Hypocotyl auxin response requires TIR1/AFB auxin receptors. (A–C) Hypocotyl length of wild-type or *tir1/afb* single or multiple mutant seedlings grown in short days and treated with IAA at the indicated concentrations was measured following 48 hours of auxin treatment. Asterisks represent mutants showing a significantly different response to hormone treatment compared to wildtype. A general linear model (glm performed in R using the car package [104]) was used to determine significance and main effects for genotype were confirmed using ANOVA type III sums of squares. All assumptions for GLM were fulfilled. Error bars indicate standard error.

### Auxin-mediated Hypocotyl Elongation Requires Transcriptional Auxin Signaling

To confirm that the auxin-dependent elongation response requires activation of transcriptional auxin signaling pathways, we measured the response in a series of *Aux/IAA* gain-of-function mutants in which auxin-regulated transcription is repressed [48], [49], [50], [51], [52]. In *slr-1/iaa14, axr2-1/iaa7* and *axr5-1/iaa1*, the auxin response was significantly reduced compared to wild-type plants (Fig. 1C). Interestingly, the response of *msg2-1/iaa19* seedlings was similar to that of wild type, even though this mutant is deficient in tropic growth in the hypocotyl. This suggests that different auxin signaling pathways have specific roles in hypocotyl growth. This has been shown previously for apical-basal polarity determination [18] and lateral root initiation [21].

We explored the possibility of functional specialization among the TIR1/AFB auxin receptors in hypocotyl elongation by analyzing the phenotypes of various tir1/afb mutants. We observed slight auxin resistance or hypersensitivity in single tir1/afb receptor mutants (Fig. 2A) with the exception of *afb5-5* and *afb4-2 afb5-5,* which are highly resistant to picloram [27]. The basis for auxin hypersensitivity in afb1-3 and afb3-4 mutants is unclear, however, double mutant combinations among afb1-3, afb2-3, and afb3-4 eliminated this hypersensitivity (Fig. 2B) suggesting that increased growth response may be due to enhanced activity of other TIR1/AFB family members that is lost in the higher order mutants. The *afb3-5* mutant overexpresses *AFB1* and *AFB2* due to alterations in small RNA-mediated regulation, and *afb2-3* overexpresses *AFB1* and *AFB3* [53]. Thus, TIR1/AFB single mutants may not display predictable loss-of-function phenotypes. Future analysis of the expression patterns of the receptors in the single and double mutant backgrounds will be necessary to determine whether elevated receptor activity in TIR1/AFB mutants could explain the hypersensitivity we observed.

Double and triple mutants carrying *tir1-1* each displayed increased auxin resistance when compared to the *tir1-1* mutant (Fig. 2C). The triple mutant *tir1-1 afb2-3 afb3-4* displays an incompletely penetrant phenotype in which a significant percentage of individuals fail to develop basal structures such as roots and hypocotyls [26]. In *tir1-1 afb2-3 afb3-4* individuals with developed basal structures, hypocotyls were shorter than those of wild-type plants and displayed the highest degree of resistance to IAA-mediated elongation of all *tir1/afb* receptor mutants (Fig. 2C). The reliance of the elongation response on the TIR1/AFB auxin receptors and degradation of Aux/IAA proteins confirms that auxin mediated growth requires transcriptional auxin signaling pathways.

### Identification of Auxin-responsive Cell Expansion-associated Genes in Elongating Hypocotyls

Based on our finding that auxin-mediated hypocotyl elongation requires the TIR1/AFB pathway, we hypothesized that elongation is preceded by changes in expression of a suite of auxin-responsive genes. To identify such genes, we profiled auxin-responsive transcription in hypocotyls in a series of microarray experiments. We incorporated several parameters into our microarray design to maximize the likelihood of identifying auxin-regulated genes associated with anisotropic cell expansion. To enrich our dataset for cell expansion genes that may not be identified in whole seedling experiments, we sampled hypocotyl tissue dissected from auxin- or control-treated whole seedlings. To minimize time-of-day and circadian effects and avoid mis-identification of auxin-responsive genes, we treated experimental and control seedlings at the same time of day and limited the dissection time to 30 minutes. To maximize the amplitude of the transcriptional auxin response, we treated seedlings two hours after subjective dawn, when hypocotyl growth is minimal in the absence of exogenous auxin [54]. Finally, we used the synthetic auxin picloram and included the *afb5-5* mutant in our microarray design, as this mutant is picloram-resistant but does not otherwise display obvious growth defects [27], [55]. We theorized that cell expansion-associated genes differentially expressed in wild-type hypocotyls elongating in response to picloram might not be responsive in *afb5-5* hypocotyls, which fail to elongate in response to picloram.

For microarray experiment “a”, we sampled hypocotyls from wild-type plants treated for 30 minutes or 2 hours with picloram or a solvent-only control. 

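Experiment “a” comprised 12 samples, 3 biological replicates of each of 4 groups. Wild-type hypocotyls were collected after 30 min or 2 h on 5 µM picloram or on the solvent control. At least 400 hypocotyls were pooled per replicate, and their amplified RNA was hybridized to a NimbleGen 4-plex chip with dual-color labeling. By the sample labels every control carried Cy5 and every picloram sample Cy3, so dye and treatment cannot be told apart within this experiment. The deposited values are linear intensities of 30361 transcripts, 1 per locus, annotated on TAIR8. The methods name RMA, but the medians of the deposited arrays differ up to 1.72-fold, so the quantile step is not in these values. For the fits the values were transformed to log2 and quantile normalized across the 12 samples. The values of each sample are called an array here, though under dual-color labeling 2 samples may have shared 1 hybridization. Group means were then compared with the moderated linear model of limma, fitted to all 12 samples, and transcripts with a Benjamini-Hochberg FDR under 0.05 were called. No transcript was left out. Control and picloram replicates of the same number were paired, since their deviations from their group means correlated across transcripts at 0.34 to 0.60, and each count was also computed with a replicate term. The main fit treated the samples as independent. Whether the pairing comes from a shared hybridization was not tested. The number of arrays, 3 per group, limits the precision.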

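A second experiment, “b”, also comprised 12 samples, with 3 biological replicates each of wild type and of the receptor mutant *afb5-5* after 2 h on picloram or on the solvent control. Roughly 700 hypocotyls were pooled per replicate, the RNA was not amplified, and all samples were labeled with Cy3 on a NimbleGen 12-plex chip. The deposited values are linear intensities of 37118 transcripts from 32627 loci, annotated on TAIR10. They were taken to include a normalization between arrays, as the medians of the arrays differ by no more than 1.03-fold, while the lower quartiles range from 132 to 159 and the upper ones from 1657 to 1906. Here they were only transformed to log2 before the limma fit to these 12 samples. Replicate numbers paired the wild-type control and picloram samples, with correlations of their deviations between 0.38 and 0.67, but not the *afb5-5* samples, where they lay between 0.04 and 0.18. The transcript of *AFB5* (AT5G49980) had a log2 level of 13.44 ± 0.10 (SD, n = 3) in control-treated wild type and of 13.09 ± 0.14 (SD, n = 3) in control-treated *afb5-5*, and the difference was not called. The level of this transcript therefore did not settle the genotype of each sample, which was taken from its label.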

For experiment “b”, we sampled hypocotyls from wild-type or *afb5-5* plants treated for 2 hours with picloram or a solvent-only control (Fig. 3A, Table S1). Following auxin or control treatment of seedlings, hypocotyls were individually dissected and frozen for subsequent RNA isolation.

**Figure 3:**
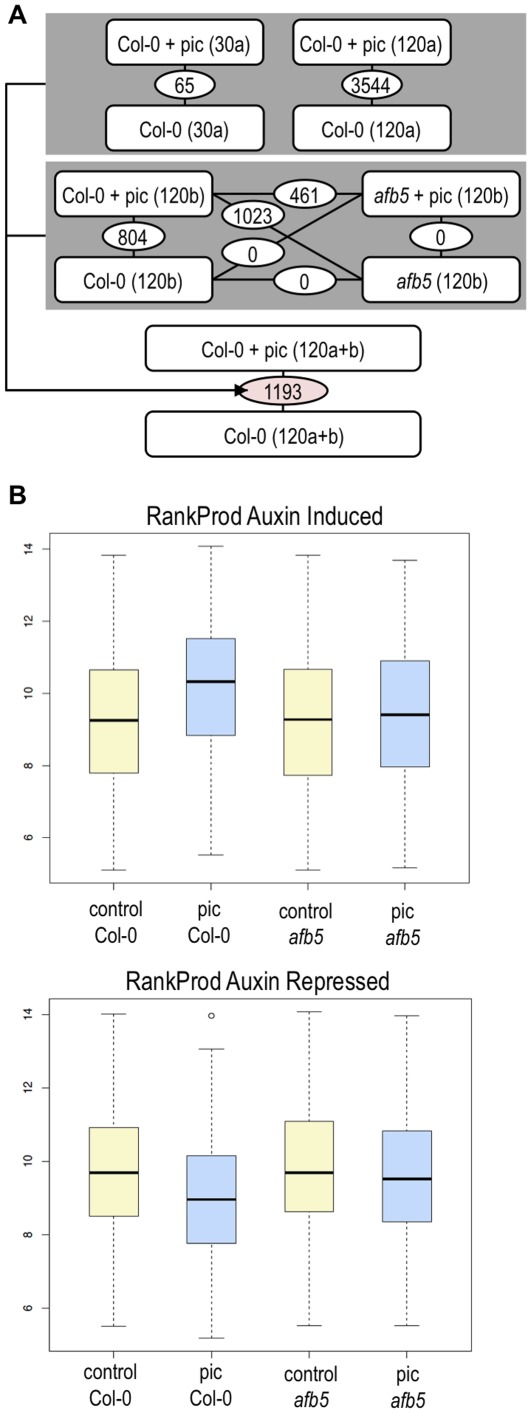
The *afb5* mutant fails to respond to picloram. The *afb5-5* mutant fails to regulate transcription in response to picloram. Differential gene expression between hypocotyl samples of solvent-treated wild-type (Col-0) or *afb5-5* seedlings (*afb5*) or seedlings treated with picloram (+ pic) for 30 minutes (30) or 120 minutes (120), as determined by analysis of microarray data. The number of genes differentially expressed between samples is shown in lines connecting each sample pair. Data from microarray experiments (a) and (b) were combined for identification of 1193 picloram-responsive genes. (B) Aver*age e*xpression values of 740 auxin-induced (upper panel) or 453 auxin-repressed (lower panel) genes are not different in hypocotyls from control seedlings (Col-0), co*ntrol-t*reated *afb5-5* mutant seedlings (control *afb5*) or picloram-treated *afb5-5* mutant seedlings (pic *afb5*). Differentially expressed genes identified using the RankProd package were selected and average expression values for microarray ‘b’ are shown.

To identify genes differentially expressed among the treatments, we used a moderated linear model [56] and an FDR cutoff of <0.05 to filter data from each microarray experiment. 

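At 30 min, 63 of the transcripts of experiment “a” were called, 47 induced and 16 repressed by picloram. The alternative that moved this count most was a fit to only the 2 groups compared, in which limma called 0 transcripts while 1861 had an unadjusted p under 0.05. A replicate term gave 44 calls, 39 induced and 5 repressed. Replicate numbers did not pair the samples between the time points, and a replicate term within each time point, chosen after the data were seen, gave 94 calls, 69 induced and 25 repressed. With a replicate term in a fit to only the 2 groups limma called 0, and 3318 transcripts had an unadjusted p under 0.05. Other scalings shifted the balance of directions, to 38 induced of 41 with each array's median subtracted and to 42 induced of 49 without normalization between arrays. The count fell to 40 without control replicate 2, to 38 without control replicate 3, to 37 without picloram replicate 2 and to 39 without picloram replicate 3. The repressed calls fell to 8, 7 and 7 without control replicate 1, 2 or 3 and to 6 and 7 without picloram replicate 2 or 3.
At 2 h, 3450 transcripts of experiment “a” were called, 1678 induced and 1772 repressed. Without normalization between arrays the count was 1543, and with each array's median subtracted 1867 of 3160 were induced. A replicate term within each time point raised the count to 5716. Leaving out control replicate 1 gave 1575 calls, control replicate 2 1472, picloram replicate 1 1450 and picloram replicate 2 1470.
In experiment “b” the wild-type comparison at 2 h called 804 transcripts of 736 loci, 634 induced and 170 repressed. With a replicate term 1295 transcripts were called, and 853 of them were induced. As the numbers paired the wild-type samples alone, a replicate term was also used in a fit to only these 2 groups, after the data were seen, and this called 5961 transcripts, 2712 induced and 3249 repressed. The count was 535 without control replicate 1, 397 without control replicate 3, 436 without picloram replicate 2 and 338 without picloram replicate 3.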

From this initial analysis we identified 65 genes differentially expressed following the 30-minute auxin treatment (Table S2), and 3544 (experiment “a”) or 804 (experiment “b”) genes differentially expressed following a 2-hour auxin treatment (Fig. 3A). 

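Between picloram-treated and control-treated *afb5-5* samples of experiment “b”, limma called 0 transcripts at an FDR under 0.05, and 384 had an unadjusted p under 0.05. The count was also 0 with a replicate term, with only the 2 groups compared, with the dimmest 25% of transcripts left out, under quantile normalization or median centring, with a variance trend and robust fit, on locus means, and with each replicate left out in turn. In simulated data with the same number of arrays, 200 transcripts were changed by a log2 of 1 to 3. limma called 83.5% of them in this comparison, with 13 false calls among 180 (7.22%). The simulated noise was independent between transcripts, and no change under a log2 of 1 was simulated. This share is thus not the power in the real data. There, *GH3.3* changed by 1.41 (SE 0.28) and was not called. The 384 of 37118 transcripts are also fewer than a threshold of 0.05 passes by chance among independent, unchanged transcripts.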

Consistent with the picloram-resistant phenotype of *afb5-5*, no differential expression was detected in *afb5-5* following picloram treatment using the analysis method described. Interestingly, we were also unable to identify genes differentially expressed between wild-type and *afb5-5* untreated samples (Fig. 3A). 

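Between the control-treated genotypes, limma called 0 transcripts, with 338 at an unadjusted p under 0.05, under each of the settings tried and with each replicate left out. Between picloram-treated wild type and picloram-treated *afb5-5*, 461 transcripts were called, 363 higher and 98 lower in wild type, from 416 loci. A fit to only these 2 groups called 177. Each replicate mattered for this count, which was 300, 225 and 158 without wild-type picloram replicate 1, 2 or 3 and 251, 277 and 157 without *afb5-5* picloram replicate 1, 2 or 3. Between picloram-treated wild type and control-treated *afb5-5*, 1023 transcripts of 940 loci were called, 700 higher and 323 lower in wild type. This count fell to 592 without *afb5-5* control replicate 2, to 609 without wild-type picloram replicate 2 and to 445 without wild-type picloram replicate 3. Picloram-treated *afb5-5* and control-treated wild type gave 0 calls by limma, with 742 transcripts at an unadjusted p under 0.05. Of these counts, those above 0 match the numbers printed in Fig. 3A.
Among the loci called between the picloram-treated genotypes and changed the same way in each numbered pair, *P1R3* (AT3G29370) was highest in wild type, by a log2 of 3.18 (SE 0.19, adjusted p = 1.73e-05 from limma). It was followed by AT5G24240 (log2 difference 3.12), *XBAT34* (AT4G14365, log2 difference 3.04), *GA2OX8* (log2 difference 2.88) and *ACS8* (log2 difference 2.68). The lowest in wild type were *BBX14* (log2 difference -1.85), *CYP96A9* (log2 difference -1.74), AT3G62550 (log2 difference -1.68), *CAX1* (log2 difference -1.64) and AT1G11700 (log2 difference -1.44). *CYP96A9* lost its call without wild-type picloram replicate 1 (adjusted p = 0.0572) or 3 (adjusted p = 0.0801) and without *afb5-5* picloram replicate 1 (adjusted p = 0.0577), 2 (adjusted p = 0.0526) or 3 (adjusted p = 0.0956). AT1G11700 lost it without *afb5-5* picloram replicate 1 (adjusted p = 0.0726) or 3 (adjusted p = 0.0895). Between picloram-treated wild type and control-treated *afb5-5*, the loci highest in wild type by the same rule were *P1R3* (log2 difference 3.52), *GH3.3* (log2 difference 3.42), *GA2OX8* (log2 difference 3.37), *XBAT34* (log2 difference 3.15) and AT5G65300 (log2 difference 2.86). The lowest were AT3G62550 (log2 difference -2.33), *WAVH2* (log2 difference -2.08), *BBX14* (log2 difference -2.06), AT1G68570 (log2 difference -2.02) and *CAX1* (log2 difference -1.96). *WAVH2* was not called without *afb5-5* control replicate 2 (adjusted p = 0.102) or 3 (adjusted p = 0.0762) or wild-type picloram replicate 1 (adjusted p = 0.0787) or 3 (adjusted p = 0.0958). AT1G68570 was not called without the same arrays (adjusted p = 0.0879, 0.0705, 0.0634 and 0.0678) or in a fit to only the groups compared (adjusted p = 0.0618).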

So far, picloram perception and regulation of picloram-responsive transcription is the only known function of the AFB5 auxin receptor. The identification of additional functions for AFB5 will require alternative experimental approaches. Analysis of genes differentially expressed in wild-type hypocotyls following 30 minutes of picloram treatment indicated that *SAUR* genes, *AUX/IAA* genes, *GH3* genes and others shown elsewhere to be early auxin-responsive [57] were induced by picloram and were the predominant genes to be regulated at this time-point (Table S2). 

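The loci induced most at 30 min, among those changed the same way in all 3 numbered pairs, were AT2G18010, *ACS5*, *IAA5*, *BRU6* and *SAUR9*. AT2G18010 rose from a log2 level of 9.67 ± 1.07 to 13.07 ± 0.58 (SD, n = 3 each), a change of 3.41 (SE 0.44, adjusted p = 0.00746 from limma). The log2 change was 3.17 for *ACS5* (adjusted p = 0.00595), 3.03 for *IAA5* (adjusted p = 0.0320), 3.01 for *BRU6* (adjusted p = 0.0300) and 2.95 for *SAUR9* (adjusted p = 0.00705). *IAA5* was not called without control replicate 2 (adjusted p = 0.0729) or 3 (adjusted p = 0.0642), without picloram replicate 2 (adjusted p = 0.134) or 3 (adjusted p = 0.105), or with a replicate term. *BRU6* was not called without control replicate 2 (adjusted p = 0.112) or 3 (adjusted p = 0.138), without picloram replicate 1 (adjusted p = 0.0883) or 3 (adjusted p = 0.102), or without normalization between arrays. The most repressed loci were AT5G53905 (log2 change -2.03), AT2G06700 (log2 change -1.87), AT1G32140 (log2 change -1.66), AT1G07025 (log2 change -1.63) and AT1G47606 (log2 change -1.56). AT5G53905 lost its call without picloram replicate 3 (adjusted p = 0.0727). AT1G07025 lost it without control replicate 2 (adjusted p = 0.0896) or 3 (adjusted p = 0.0892) and without picloram replicate 2 (adjusted p = 0.0743) or 3 (adjusted p = 0.0752). AT1G47606 lost it without control replicate 1 (adjusted p = 0.0910), 2 (adjusted p = 0.161) or 3 (adjusted p = 0.118) and without picloram replicate 2 (adjusted p = 0.134) or 3 (adjusted p = 0.118). The median level of the 16 repressed transcripts lay at percentile 24.5 of all transcripts and that of the induced ones at percentile 69.7.
Of the induced transcripts, 25 belong to the *SAUR* family, 1 to the *AUX/IAA* family and 2 to the *GH3* family, together 59.6%. The *AUX/IAA* count was 0 with a replicate term, without control replicate 2 or 3 and without picloram replicate 2 or 3, and 3 without control replicate 1. The *GH3* count was 0 without control replicate 2 or 3 or picloram replicate 3, and 1 with a replicate term and without picloram replicate 1 or 2. No member of these families was called repressed. The tested families held 79, 29 and 11 loci. As sets, the *SAUR* genes changed by a mean log2 of 1.01 (adjusted p = 3.18e-05 over the 3 families, from the set test fry of limma), the *AUX/IAA* genes by 0.55 (adjusted p = 0.00605) and the *GH3* genes by 1.03 (adjusted p = 0.0137), and 88.6%, 82.8% and 81.8% of their loci were higher with picloram. The set test camera called all 3 with its preset correlation as well as with an estimated one, where the adjusted p was 0.00149, 0.0233 and 0.0424. With an estimated correlation and before adjustment, the *GH3* set did not pass 0.05 with a replicate term, without control replicate 2 or 3, or without picloram replicate 1, 2 or 3, and neither did the *AUX/IAA* set without picloram replicate 1. The mean change of the *GH3* set was 0.68 without control replicate 3. Of the 65 loci listed in Table S2, 61 were called here. From these lists the paper states that genes of early auxin response were the main ones regulated at this time-point.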

For additional insight into gene expression associated with auxin response, we focused on data from the 2-hour time-point samples.

Comparison of gene lists from the 2-hour auxin treatment in experiments “a” and “b” identified 267 genes differentially expressed in both experiments. This modest overlap may be due to experimental variables such as differences in RNA extraction methods and microarray hybridization parameters, or perhaps more importantly, to ‘lab-effects’ such as those previously shown to serve as a source of variability among microarray experiments performed on the same platform at different laboratories [58] (see Methods). 

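Here 279 loci were called at 2 h in both experiments, 268 of them in the same direction, with 207 induced and 61 repressed in both. Of the 30197 loci with values on both chips, 3431 were called in experiment “a” and 708 in “b”, so that 80.4 shared loci would be expected by chance (one-sided Fisher's exact test across loci, p = 6.83e-85; loci are not independent replicates). The count was highest with a replicate term in both fits, 406, and lowest at an FDR under 0.01, 81. The count fell to 183 without experiment “a” control replicate 2, 174 without experiment “a” picloram replicate 1, 178 without experiment “a” picloram replicate 2, 142 without experiment “b” control replicate 3, 162 without experiment “b” picloram replicate 2 and 135 without experiment “b” picloram replicate 3. Across all 30197 loci, called or not, the 2 h changes of the experiments had a Pearson r of 0.271 and a Spearman rho of 0.200.
By rank product as well as in both fits 235 loci were called that also changed in 1 direction in both experiments and in all 3 numbered pairs of each. The most induced by the mean of the changes in both experiments was *GH3.1* (AT2G14960, chromosome 2, 6451319 to 6453797 of TAIR10.1). Its log2 change was 4.59 in experiment “a” (SE 0.33, adjusted p = 1.14e-04 from limma) and 2.62 in “b” (SE 0.23, adjusted p = 1.55e-04). The log2 changes in “a” and “b” were 4.42 and 2.56 for *ACS8*, 4.77 and 1.73 for *BRU6*, and 3.01 and 2.88 for *GH3.3*, and *GA2OX8* was also among these 5. Of the repressed loci, *ARR6* changed by -2.63 and -1.96, *BBX14* by -2.20 and -1.62, *PYL6* by -2.71 and -0.84, *TPPB* by -2.44 and -1.10 and *ASN2* by -2.18 and -1.25. In experiment “b”, *ARR6* lost its call without picloram replicate 3 (adjusted p = 0.0600). *PYL6* lost it without each of the wild-type arrays, with adjusted p of 0.102, 0.125 and 0.0526 without control replicate 1, 2 or 3 and of 0.114, 0.125 and 0.0673 without picloram replicate 1, 2 or 3.

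**Figure D1:**
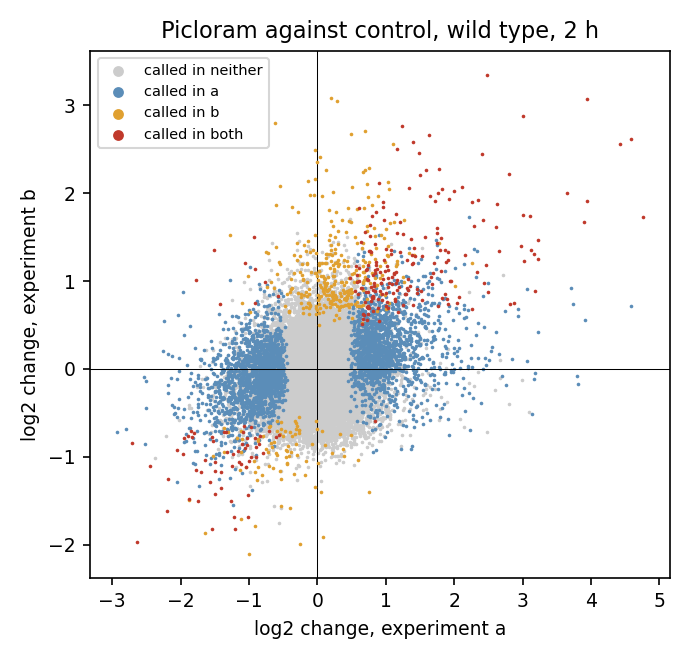
Log2 change of each of the 30197 shared loci after 2 h of picloram in wild type, experiment “a” on the x axis and “b” on the y axis, colored by the experiment in which the locus was called at an FDR under 0.05. Each locus is drawn and colored by its lowest-numbered splice form. The 279 loci called in both experiments, 268 of them in the same direction, count a call of any splice form, so fewer points have that color.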

To increase the validity and statistical strength of the comparison we used the RankProd package in R that accepts pre-processed data generated from different laboratories and platforms [59]. This package is an extension of the rank product method that implements a non-parametric statistic to compare the expression-based rankings of genes across samples [60]. From this analysis, we identified 1193 genes differentially expressed between control and 2 hour auxin-treated samples; 740 of these genes are induced, and 453 are repressed by picloram (Table S3). 

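The rank product was recomputed on the log2 values of the 30023 transcripts found on both chips, with all 9 picloram-control pairs of each experiment and 100 permutations, and transcripts with an estimated percentage of false positives (pfp) under 0.05 were called. This gave 750 induced and 452 repressed loci, of which 727 and 437 are in the lists of Table S3. limma with both experiments and the experiment as a covariate called 1577 induced and 1102 repressed loci, and 630 and 376 of these were also called by rank product. Experiment “a” alone gave 381 and 264, experiment “b” alone 333 and 66. The repressed count fell to 260, 259, 275 and 289 without experiment “a” control replicate 1, control replicate 2, picloram replicate 1 and picloram replicate 2. In simulated data where each gene kept its own spread between replicates, 38.4% of the induced and 34.0% of the repressed calls were genes that had not been changed. These were 56 of 146 and 53 of 156 calls. Where all genes had the same spread the shares were 1.03% and 0%. Only 96 genes were raised and 104 lowered in the simulation. A share of false calls depends on these numbers, so the simulated shares do not carry over to the 750 and 452 calls.
Of the 740 loci listed as induced in Table S3, 510 were called by limma in experiment “a” at 2 h, 313 in “b”, 180 in both and 97 in neither. Their mean log2 change was 1.33 in “a” and 0.36 at 30 min. Of the 453 repressed loci, 271 were called in “a”, 98 in “b”, 54 in both and 138 in neither, and their mean log2 change was -1.30 in “a” and -0.14 at 30 min. The lists were chosen on these same arrays, so their changes at 2 h are not independent evidence.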

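For both lists of Table S3 the mean log2 level over the genes was computed on each array of experiment “b”. The 740 induced genes had means of 9.08, 9.37 and 9.25 in control-treated wild type and of 10.04, 10.27 and 10.23 after picloram. In *afb5-5* the means were 9.06, 9.29 and 9.37 in the controls and 9.46, 9.397 and 9.43 after picloram. The change was 0.95 in wild type (adjusted p = 1.20e-05 over both lists, from fry in limma) and 0.19 in *afb5-5* (adjusted p = 0.0942), where 80.9% of these genes and 49.1% of the others were higher with picloram. Every picloram array of *afb5-5* lay above every control array, for which the exact two-sided permutation test gives p = 0.1, the smallest p that 3 arrays against 3 allow. The arrays overlapped when the median over the genes took the place of the mean (exact two-sided permutation, p = 0.3), and with the dimmest 25% of transcripts left out or only the genes also called in “a” (exact two-sided permutation, p = 0.2 for each). For the 453 repressed genes the means were 9.58, 9.79 and 9.74 in control-treated wild type and 8.81, 9.10 and 9.02 after picloram, and in *afb5-5* 9.65, 9.76 and 9.83 in the controls and 9.55, 9.42 and 9.64 after picloram. Their change was -0.72 in wild type (adjusted p = 2.42e-05 from fry) and -0.21 in *afb5-5* (adjusted p = 0.0693), where 11.7% were higher with picloram. Without adjustment fry gave p = 0.0347 for this change, and the exact two-sided permutation test again gave p = 0.1, or 0.2 with each array's median subtracted or only the genes also called in “a”. This unadjusted p was no longer under 0.05 without control replicate 2 (change -0.21) or 3 (change -0.17) of *afb5-5* or without its picloram replicate 1 (change -0.22) or 2 (change -0.16). The change of the induced list was 0.096 without control replicate 1 of *afb5-5*. The set test camera called both lists in *afb5-5* with its preset correlation and with an estimated one (adjusted p = 0.0237 and 0.0139), but under fry only the repressed list passed 0.05, and only before adjustment. With an estimated correlation the induced list did not pass 0.05 without control replicate 1 or without picloram replicate 1, 2 or 3, and the repressed list did not without control replicate 3. The adjustment over the lists was added after these results were seen. The genes were selected in part on the wild-type arrays of this experiment.

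**Figure D2:**
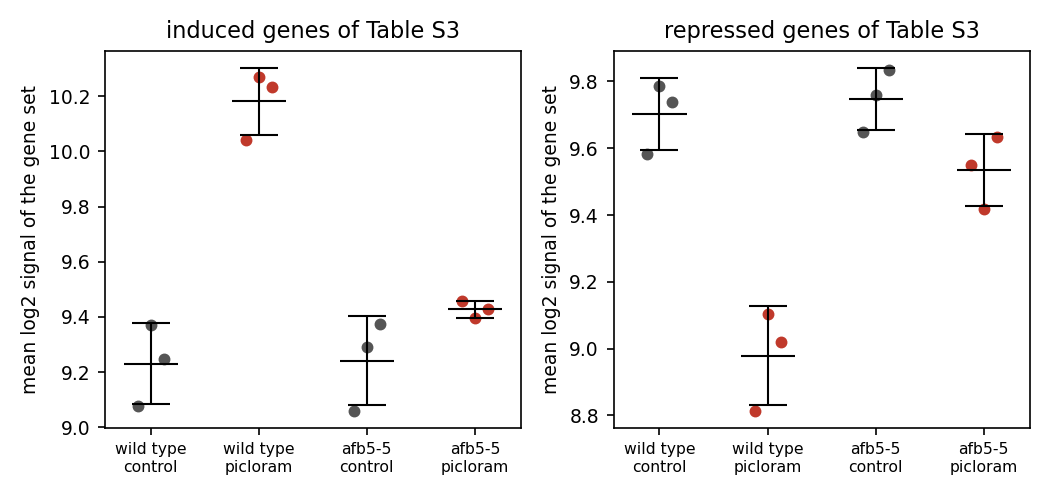
Mean log2 level of the 740 induced and the 453 repressed genes of Table S3 on each array of experiment “b” (points) with the mean of the 3 arrays of each group. The picloram arrays of *afb5-5* lie between 9.397 and 9.46 for the induced genes, above its controls and below the 10.04 of the lowest wild-type picloram array.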

The mean expression levels of these two gene sets in microarray “b” are not affected by picloram treatment of *afb5-5* mutant plants (Fig. 3B), suggesting that these are indeed downstream targets of picloram-stimulated transcriptional auxin signaling. We focused on the set of 1193 candidate auxin-responsive cell expansion-associated genes for all additional experiments.

### Picloram and IAA Regulate a Common Set of Target Genes

The synthetic auxin picloram induces a hypocotyl elongation response similar to that observed with IAA, suggesting that the downstream targets of picloram- and IAA-stimulated auxin signaling are common between these two auxin pathways. The failure of *afb5-5* to regulate this set of genes or to elongate in response to picloram is consistent with a model in which the genes are targets of auxin signaling and involved in the elongation response. To confirm this, we performed a comprehensive comparison between our auxin-responsive gene set and publicly available microarray data. 

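Whether the response to picloram differed between the genotypes was tested transcript by transcript as an interaction in the limma fit of experiment “b”. It called 38 transcripts of 31 loci, each also called in wild type alone, where they made up 4.73% of the calls. For 36 of the transcripts the response was more positive in wild type. Their loci include 27 listed as induced and 2 listed as repressed in Table S3. The median log2 change of the 38 transcripts was 2.24 in wild type and 0.15 in *afb5-5*. At an FDR under 0.01 the interaction called 17. The largest differences in response were 3.01 for *P1R3* (SE 0.27, adjusted p = 0.00192 from limma), 2.97 for *XBAT34*, 2.63 for *IAA5*, 2.62 for *IAA6* (AT1G52830) and 2.59 for *GA2OX8*, with the lowest-numbered splice form taken for each locus. The other splice forms of *GA2OX8* gave 2.27 (adjusted p = 0.00288) and 2.96 (adjusted p = 0.00106), and by the latter it would follow *XBAT34*. The 2 loci in the other direction were *CAX1* (difference -1.50, adjusted p = 0.0267) and *ASN2* (difference -1.22, adjusted p = 0.0438), and neither was called in most fits with a replicate left out. The count was 21 without wild-type control replicate 3, 22 without *afb5-5* control replicate 2, 22 without *afb5-5* control replicate 3, 22 without wild-type picloram replicate 2, 19 without wild-type picloram replicate 3, 24 without *afb5-5* picloram replicate 1, 22 without *afb5-5* picloram replicate 2 and 19 without *afb5-5* picloram replicate 3. In simulated data with the same number of arrays, noise independent between transcripts and log2 differences of 1 to 3, 56.5% of the changed transcripts were called. There were 9 false calls among 122 (7.38%). From the resistance of *afb5-5* and its lack of regulation of the listed genes, the paper proposes that these genes are targets of auxin signaling that act in elongation.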

Our first comparison was done using the MASTA package available from the BAR website (http://bar.utoronto.ca/welcome.htm) that probes differentially expressed genes against a database of 600 contrasts obtained from publicly available microarray datasets. Of the 740 genes upregulated by picloram in our dataset, 219 were identified as auxin-upregulated in IAA treatment arrays; of 453 genes downregulated by picloram in our dataset, 121 genes were identified as auxin-downregulated in IAA arrays (data not shown). These overlaps are statistically significant (p.value <0.001) and confirm that picloram affects known IAA-responsive genes. We also performed independent comparisons with the Nemhauser *et al.* [61] and Stepanova et al. [62] auxin treatment datasets (see Methods for details of comparison). In both cases, more than 50% of the IAA-induced genes were induced by picloram in our experiments (Fig. S1A). The Stepanova *et al.* [62] dataset was obtained from experiments using root tissue suggesting that many of the genes involved in hypocotyl growth are common to root tissue. We would expect these genes to be specifically involved in cell elongation during root growth.

Importantly, our analysis identified many genes that are not presented in other auxin transcriptome datasets (Table S4) [61], [62]. Of the 740 induced genes, 521 were not described in the Nemhauser *et al.* (62) and Stepanova *et al.* (63) datasets or the 7 IAA treatment arrays found in the MASTA database. Eighty-one of these are not represented on ATH1 chips and not well characterized as auxin responsive. We expect that many of the remaining 440 genes are specifically auxin regulated in the elongating hypocotyl and were not identified in other studies because of the relative complexity of the auxin response in seedlings and roots. Similarly, 332 of the 453 repressed genes had not been described in these other datasets, 68 of which are on the Nimblegen chip but not ATH1.

To further validate the effects of picloram on auxin-responsive genes, we confirmed that a set of auxin “marker” genes, proposed to serve as hallmarks of auxin activity [61], were identified as picloram-responsive in our microarray data analysis. 

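The paper names the auxin marker genes *GH3.3*, *GH3.5*, *HAT2*, *IAA5*, *IAA19* and *SAUR15*. In wild-type samples of experiment “a” at 2 h, each of them was called higher with picloram, and the log2 change was 3.00 for *GH3.5* (adjusted p = 0.00360), 2.49 for *HAT2* (adjusted p = 0.00344), 2.81 for *IAA5* (adjusted p = 0.00494), 1.79 for *IAA19* (adjusted p = 0.00618) and 1.52 for *SAUR15* (adjusted p = 0.00623), all from limma. In experiment “b” each was also called, with a log2 change of 1.75 for *GH3.5*, 0.87 for *HAT2*, 2.22 for *IAA5*, 2.28 for *IAA19* and 0.89 for *SAUR15*. The call of *HAT2* in “b” (adjusted p = 0.0402) was lost with a replicate term (adjusted p = 0.0509), without control replicate 1 (adjusted p = 0.134) or 3 (adjusted p = 0.171) and without picloram replicate 2 (adjusted p = 0.162) or 3 (adjusted p = 0.198). None of these genes was called in *afb5-5*. The log2 level of *GH3.3* there was 10.67 ± 0.49 (SD, n = 3) in the controls and 12.07 ± 0.37 (SD, n = 3) after picloram, a change of 1.41 (SE 0.28). That of *GH3.5* changed by 0.80 (SE 0.22), of *IAA19* by 0.39, of *SAUR15* by 0.04, of *HAT2* by -0.01 and of *IAA5* by -0.41. The difference in response between the genotypes was called for *IAA5* only, and its adjusted p was 0.412 for *GH3.3*, 0.802 for *GH3.5*, 0.662 for *HAT2*, 0.178 for *IAA19* and 0.325 for *SAUR15*.
Of 39 genes that the paper names as induced, 34 were called in “a” at 2 h, 24 in “b”, 19 in both and 0 in neither, and rank product called all 39. Adjusted over the list alone, 35 were called in “a”, 30 in “b” and 1 in *afb5-5* (*GH3.3*, adjusted p = 0.0134), and the interaction was called for 4 over all transcripts and for 23 over the list alone. The study chose this list on these samples, so the counts over the list alone are not independent evidence. Some 38 of the 39 were higher with picloram in “a”, all 39 in wild type of “b” and 35 in *afb5-5*. Leaving out a replicate gave 28 to 30 calls in “a” and 17 to 22 in “b”. In *afb5-5* 4 of the 39 were lower with all arrays, and 10 without control replicate 1 or picloram replicate 1. Without any other single array of *afb5-5* 4 to 6 were lower. With a replicate term in a fit to only the 2 wild-type groups at 2 h, chosen after the data were seen, 36 were called in “a”, with *IAA2* and *PAR2* added, and 30 in “b”, with *BEH2*, *IAA7*, *LNG2*, *RGL3*, *SAUR23* and *SOM* added.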

Overall, expression of the marker genes was responsive to picloram in wild-type hypocotyls, but not in hypocotyls from *afb5-5* mutant plants (Fig. S1B). We further validated the picloram response of several of these genes, *GH3.3, GH3.5, HAT2, IAA5, IAA19 and SAUR15*, by quantitative RT-PCR using wild-type and *afb5-5* hypocotyls. Expression of each gene was induced in wild-type hypocotyls by picloram treatment, and induction was dependent upon AFB5 (Fig. S1C). This indicates that picloram and IAA regulate an overlapping set of target genes, although the picloram signal is uniquely transduced by AFB5.

Finally, we analyzed our picloram-responsive gene set for association with auxin Gene Ontology terms and overrepresentation of *AuxRE*-containing promoter elements. GO terms associated with auxin response and hormone signaling are enriched in the annotations of our auxin-responsive gene set (Table S5), and we identified several overrepresented *AuxRE*-containing promoter elements in the promoter gene set (Fig. S2). From these results we conclude that picloram regulates the same downstream transcriptional targets as IAA, and therefore promotes hypocotyl elongation through the same transcriptional pathways as IAA. For the remaining experiments, we used picloram and IAA interchangeably or in parallel, and we did not observe qualitative differences in responses to these two auxins.

### A Profile of the Transcriptional Auxin Response Preceding Hypocotyl Elongation

Further examination of GO terms associated with our auxin-responsive gene set revealed overrepresentation of genes involved in cell wall maintenance, cell expansion, growth and hormone signaling (Fig. 4A, Table S5, Fig. S3). Enriched GO terms associated with the auxin-induced gene set included cell wall metabolism and gibberellin biosynthesis. Terms associated with the auxin-repressed gene set included carbohydrate metabolism and plastoquinone assembly (Fig. 4A). Representation of these GO processes in our auxin-responsive gene set is consistent with a role for auxin in transcriptional regulation of cell expansion-associated genes. Cell expansion in the hypocotyl, as well as in other growing plant tissues, is gated by the circadian clock and shows non-uniform patterns across a 24-hour period [63], [54], [39]. This is likely due in part to circadian patterns of expression of many genes involved in auxin signaling, biosynthesis and transport, and varying sensitivity to auxin at different times of day [64]. We theorized that genes we found to be auxin-responsive in elongating hypocotyls may follow circadian expression patterns. To determine whether circadian-regulated genes are overrepresented in our auxin-responsive gene set, we generated a gene subset consisting of the top 400 auxin-induced genes according to statistical significance, and analyzed this subset using the Phaser tool (http://phaser.cgrb.oregonstate.edu/) [63]. We observed significant enrichment of genes showing peak expression during phases 0–2 and 22–23 in LD conditions, during which hypocotyl growth is active (Fig. 4B) [63]. We further explored our auxin-induced gene set for additional determinants of expression profile by analyzing the corresponding promoter set for overrepresented regulatory elements. Interestingly, the predicted MYC/MYB binding site ‘CACATG’ was the most highly overrepresented element identified in this analysis (data not shown). The ‘CACATG’ element was previously identified as the Hormone Up at Dawn (HUD) element enriched in promoters of genes responsive to phytohormones and showing peak expression levels during periods of growth [63]. Together, these findings suggest that auxin promotes hypocotyl growth by regulating expression of cell expansion-associated genes whose expression levels are controlled by the circadian clock. This is consistent with auxin gating by the clock to maintain the diurnal pattern of hypocotyl elongation under normal growth conditions [64].

**Figure 4:**
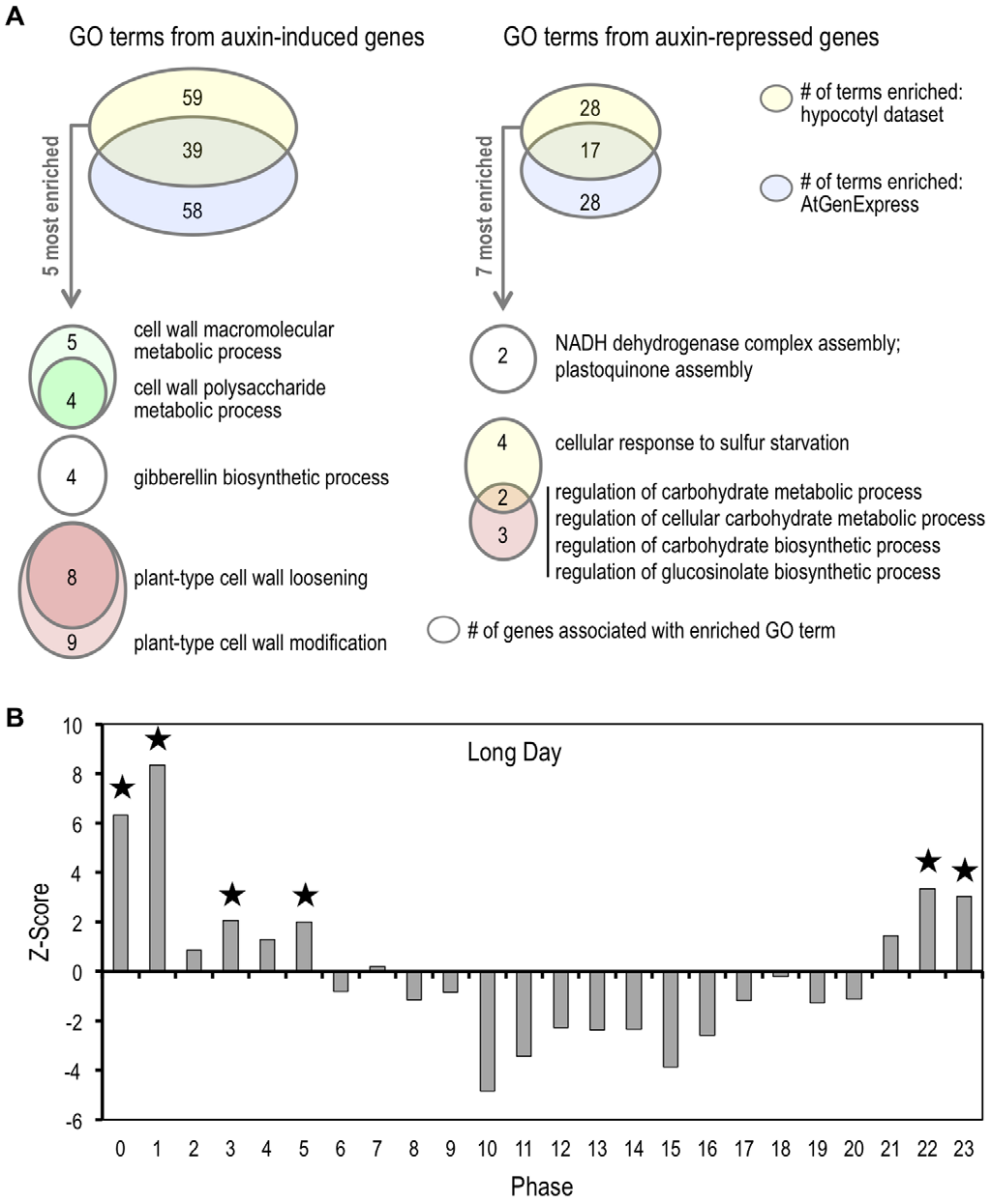
Auxin regulates a suite of growth-associated genes preceding hypocotyl elongation. Gene Ontology (GO) term enrichment in the hypocotyl datasets is similar to an IAA-responsive dataset but includes novel categories. Venn diagrams indicating the number of enriched GO terms in the auxin-induced or *-repres*sed hypocotyl datasets or *IAA* datasets from the AtGe*nExpres*s project [61] are shown. The top-ranked GO terms unique to the hypocotyl dataset are shown in the lower set of Venn diagrams. (B) Picloram induced genes are circadian regulated. The top 400 statistically significant picloram induced genes were analyzed using the Phaser tool (http://phaser.cgrb.oregonstate.edu/). Bars represent z-scores for the enrichment of cycling genes within our gene list compared to all the genes shown to cycle under long day conditions at a given phase of the day. Phase 0 signifies the start of the day. Asterisks indicate significant enrichment with a p<0.05.

### Auxin-mediated Hypocotyl Elongation Requires GA Signaling

A number of studies have shown that auxin and GA interact to regulate elongation growth in stems and hypocotyls [65], [66], [67], [68], [69]. For example, in pea stem and Arabidopsis seedlings, auxin regulates the expression of a number of GA metabolic genes including members of the *GA20OX* and *GA3OX* gene families, involved in synthesis of active GAs, as well as *GA2OX* genes, involved in GA inactivation [66], [70]. In addition, Frigerio et al [66] showed that the long hypocotyl phenotype conferred by overexpression of *YUCCA1* is suppressed by the GA biosynthesis inhibitor paclobutrazol, indicating that GA synthesis is required for auxin-dependent hypocotyl growth. 

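Of the GA metabolic genes, *GA20OX1* (AT4G25420; chromosome 4, 12990851 to 12992585 of TAIR10.1) and *GA20OX2* (AT5G51810; chromosome 5, 21055179 to 21056881) encode GA 20-oxidases, *GA3OX1* (AT1G15550; chromosome 1, 5344388 to 5346342) encodes a GA 3-oxidase and *GA2OX8* (AT4G21200; chromosome 4, 11302682 to 11306770) a GA 2-oxidase. In experiment “a” at 2 h, *GA20OX1* rose from a log2 level of 11.35 ± 0.16 to 13.50 ± 0.18 (SD, n = 3 each), a change of 2.14 (SE 0.42, adjusted p = 0.00918 from limma). *GA20OX2* rose from 11.20 ± 0.20 to 13.45 ± 0.09 (log2 change 2.24, adjusted p = 0.00240), *GA2OX8* from 10.71 ± 0.42 to 14.66 ± 0.13 (log2 change 3.95, adjusted p = 5.61e-04) and *GA3OX1* from 12.77 ± 0.26 to 14.83 ± 0.07 (log2 change 2.06, adjusted p = 0.00194). In wild type of experiment “b”, *GA2OX8* changed by 3.08 (SE 0.22, adjusted p = 4.00e-05) and *GA3OX1* by 0.82 (SE 0.14, adjusted p = 0.00963). The call of *GA3OX1* in “b” was lost without control replicate 3 (adjusted p = 0.0514) or picloram replicate 3 (adjusted p = 0.0611). *GA20OX1* (log2 change 0.73, adjusted p = 0.260) and *GA20OX2* (log2 change 0.28, adjusted p = 0.482) were not called in “b”. At 30 min *GA3OX1* was called (log2 change 1.84, SE 0.29, adjusted p = 0.0320), but not without control replicate 1 (adjusted p = 0.0854) or 3 (adjusted p = 0.0845), without picloram replicate 2 (adjusted p = 0.133) or 3 (adjusted p = 0.102), or with each array's median subtracted (adjusted p = 0.0511). *GA20OX1* changed by 2.30 at 30 min (adjusted p = 0.0654) and was called without picloram replicate 1 (adjusted p = 0.0302). In *afb5-5* none of the genes was called, and their log2 changes were -0.15 for *GA20OX1*, 0.18 for *GA20OX2*, 0.49 for *GA2OX8* and 0.09 for *GA3OX1*. The difference in response between the genotypes was called for *GA2OX8* alone (adjusted p = 0.00822).

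**Figure D3:**
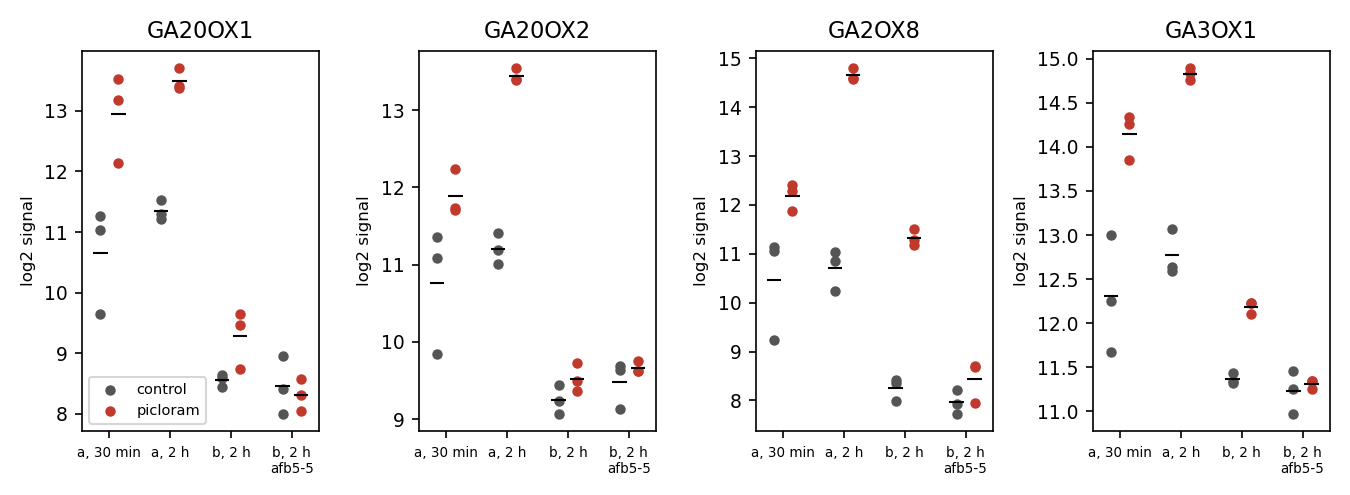
Log2 level of *GA20OX1*, *GA20OX2*, *GA2OX8* and *GA3OX1* in each sample of experiment “a” at 30 min and 2 h and of experiment “b” at 2 h (points) with the mean of each group. In experiment “a” at 2 h the means of *GA2OX8* are 10.71 in the controls and 14.66 after picloram.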

We found that *GA20OX1*, *GA20OX2*, *GA2OX8*, and *GA3OX1* are auxin-regulated in the hypocotyl (Table S2, Table S3). To expand on the role of GA biosynthesis in auxin-mediated hypocotyl elongation, we tested the effect of adding paclobutrazol to auxin treatment assays. Paclobutrazol inhibited the effects of exogenous auxin in our system, as co-treatment with paclobutrazol attenuated, but did not abolish, the hypocotyl elongation promoted by picloram (Fig. 5A) or IAA (Fig. 5B). This suggests that active GA biosynthesis is required for optimal hypocotyl auxin response, consistent with earlier reports [66].

**Figure 5:**
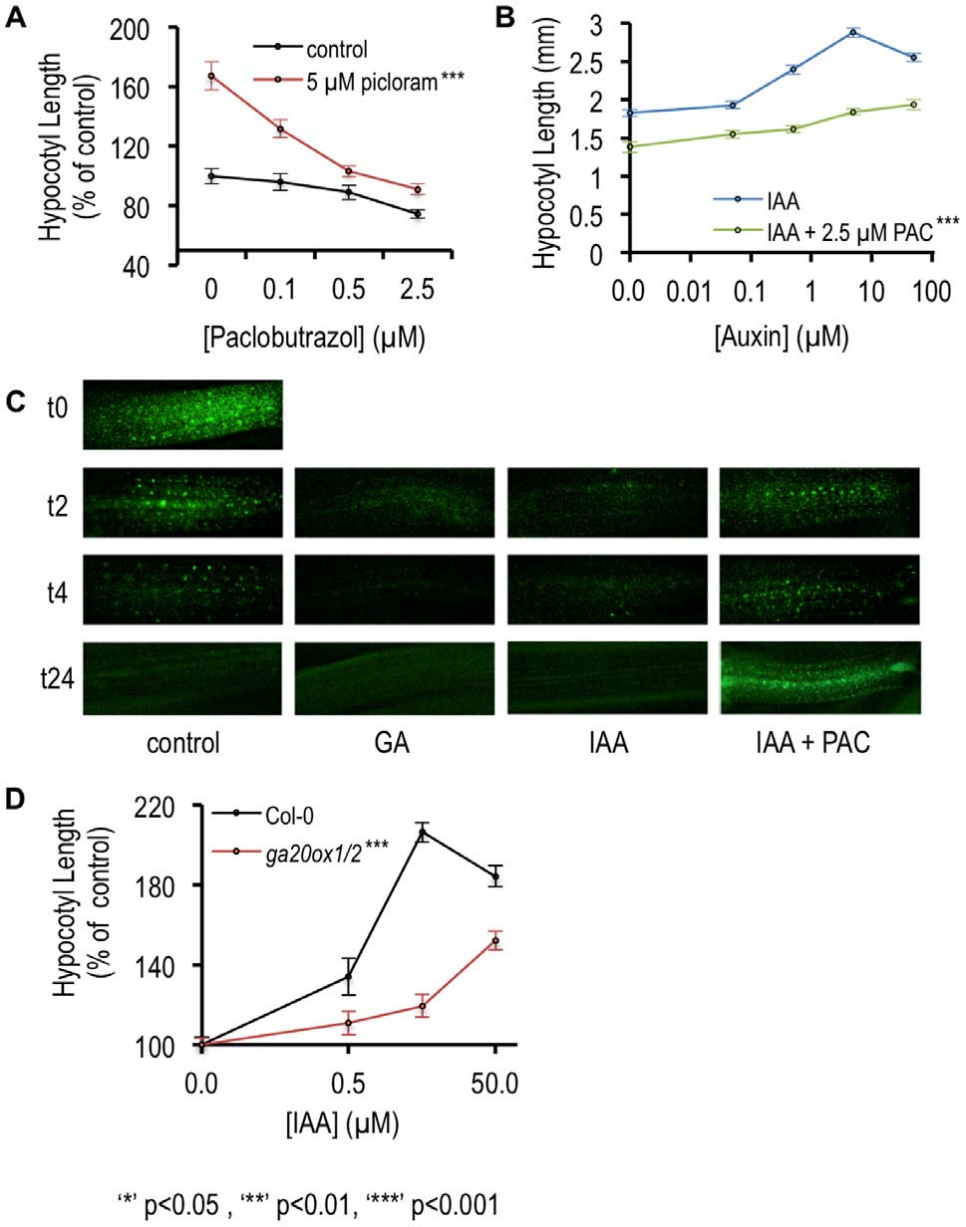
Gibberellin biosynthesis is required for hypocotyl auxin response. (A,B,C) Asterisk represents mutants showing a significantly different response to hormone treatment compared to wildtype or control treatment. A general linear model (glm performed in R using the car package [101]) was used to determine significance and main effects for genotype were confirmed using ANOVA type III sums of squares. All assumptions for GLM were fulfilled. (A)_Paclobutrazol inhibits hypocotyl auxin response. Hypocotyl length of wild-type seedlings grown in short-day conditions and treated with paclobutrazol at the indicated concentrations (black line) or paclobutrazol plus 5 µM picloram (red line) was measured following 48 hours of treatment. Error bars indicate standard error. (B) Paclobutrazol-mediated inhibition of hypocotyl elongation is not overcome by higher auxin concentration. Hypocotyl length of wild-type seedlings treated with IAA (blue line) or picloram (red line) at the indicated concentrations or IAA and 2.5 µM paclobutrazol (PAC; green line) was measured following 48 hours of treatment. Error bars indicate standard error. (C) RGA protein degrades in response to auxin treatment in hypocotyls of auxin-treated seedlings. Abundance of RGA-GFP protein in hypocotyl tissues was analyzed by epifluorescence microscopy over a 0–24 hour time course. Three day-old seedlings were treated for 2, 4, or 24 hours with 50 µM GA_3_, 5 µM IAA, 5 µM IAA +2.5 µM paclobutrazol, or a solvent control, prior to imaging. (D) A GA biosynthesis mutant is partially auxin-resistant. Hypocotyl length of wild-type seedlings (Col-0) or the *ga20ox1/ox2* mutant [98] treated with IAA at the indicated concentrations was measured following 48 hours of auxin treatment. Hypocotyl length on auxin is shown as a percentage of length on control medium. Error bars indicate standard error.

These results are consistent with a model in which increased auxin levels promote an increase in GA levels, and this GA increase is required for the elongation response. Auxin and GA are known to be involved in the effects of elevated temperature on hypocotyl elongation. Temperature-mediated elongation depends upon auxin biosynthesis [32], [71], [72]. Stavang et al. [69] showed that the temperature response also requires GA and that both *GA20ox1* and *GA3ox1* are up-regulated at higher temperature. They concluded that GA and auxin act independently, based on the behavior of pentuple *della* mutants [69]. However, it has also been shown that co-treatment of seedlings with GA and NPA attenuates the GA response [44]. These results suggest that auxin and GA act interdependently to regulate hypocotyl length.

We further examined our microarray data for overlap between the auxin/GA pathway we present here and the temperature-response pathway mediating hypocotyl elongation. Interestingly, we find that our hypocotyl auxin-regulated gene set is quite distinct from the gene set responding to elevated temperature in seedlings. Of the 113 temperature up-regulated genes presented by Stavang *et al.*, only 13 are also induced by auxin in the hypocotyl [69]. These findings suggest that most transcriptional changes associated with temperature are not related to auxin, or may occur predominantly in non-hypocotyl seedling tissues.

GA acts by stimulating the degradation of growth repressing proteins called the DELLAs [73]. Previous work has shown that auxin promotes degradation of the DELLA proteins in the root and that this degradation is required for GA regulated root growth [74]. However, how auxin regulates DELLA levels is not clear. One possibility is that loss of the DELLAs is caused by an auxin-dependent increase in GA levels. To determine if this might be happening in the hypocotyl, we tested the effects of exogenous auxin on stability of the DELLA protein RGA. Treatment of seedlings expressing RGA-GFP with IAA or GA resulted in loss of RGA protein from hypocotyl cells within 2 hours (Fig. 5C). This auxin effect was abolished by co-treatment with paclobutrazol (Fig. 5C). 

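The transcript of the DELLA gene *RGA* (AT2G01570; chromosome 2, 255247 to 257568 of TAIR10.1) was higher with picloram in experiment “a” at 2 h, with a log2 change of 0.75 (SE 0.15, adjusted p = 0.0101 from limma) from 12.50 ± 0.16 to 13.25 ± 0.12 (SD, n = 3 each). Under loess within numbered pairs it was not called (adjusted p = 0.0513). In wild type of experiment “b” its change was -0.10 (SE 0.25, adjusted p = 0.887), with the opposite sign without control replicate 2 (0.08) or picloram replicate 1 (0.12), and rank product called it neither induced (pfp 0.715) nor repressed (pfp 1.14). *RGL1* (AT1G66350) changed by 0.61 in “a” (adjusted p = 0.0412) and by 1.83 in “b” (SE 0.41, adjusted p = 0.0393), and *RGL3* (AT5G17490) by 2.34 in “a” (adjusted p = 0.00364) and by 1.34 in “b” (adjusted p = 0.0883, or 0.00208 in the 2-group fit with a replicate term). Rank product called both induced. In “a” the call of *RGL1* was lost without normalization between arrays (adjusted p = 0.142) and without any array of the 2 h groups, with adjusted p of 0.106, 0.0869 and 0.112 without control replicate 1, 2 or 3 and of 0.113, 0.105 and 0.0934 without picloram replicate 1, 2 or 3. In “b” it was lost without control replicate 1 (adjusted p = 0.145) or 3 (adjusted p = 0.148) and without picloram replicate 2 (adjusted p = 0.166) or 3 (adjusted p = 0.180). *RGL3* was called in “b” without picloram replicate 1 (adjusted p = 0.0478).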

While it is possible that the observed loss of RGA protein in auxin-treated seedlings is due to an effect of auxin on transcription of *RGA*, we think this is unlikely as we did not identify *RGA* as an auxin-downregulated gene in our microarray experiments (although we did identify *RGA-LIKE1* (AT1G66350) and *RGA-LIKE3* (AT5G17490) as auxin-upregulated genes, see Table S3). DELLA protein abundance is also affected by circadian regulation of GA signaling [75]. However, it is unlikely that circadian regulation fully explains the effects we observed on RGA-GFP levels, as DELLA protein levels increase during the day [75] where we observed a decrease. A more likely possibility is that auxin regulation of GA levels results in degradation of RGA-GFP protein in the seedlings. We did observe that the RGA-GFP signal decreased in the hypocotyl throughout the course of the experiment, and therefore that the signal in control seedlings was weaker at the 24-hour time point than at time zero. This is also unlikely to be due to circadian patterns, which follow a 24-hour cycle. It is possible that the overall abundance of RGA-GFP in hypocotyls changes with growth dynamics, and that more sensitive imaging methods could be used to visualize the protein in older tissues.

We further explored the requirement for GA biosynthesis and signaling in auxin response by examining the behavior of the *ga20ox1 ga20ox2* double mutant in the hypocotyl elongation assay. Plants compromised in endogenous GA levels due to mutations in *GA20OX1* and *GA20OX2* showed partial auxin resistance (Fig. 5D). These data suggest that auxin and GA act interdependently in hypocotyl cell expansion.

We noted, however, that in our hormone treatment assays, paclobutrazol did not completely abolish the auxin effect (Fig. 5A, 5B). While this inhibitor may not fully suppress GA accumulation in the seedlings, our results suggest that the elongation-promoting effects of auxin may not be limited to regulation of GA metabolism. We further explored the auxin-GA interaction by testing the ability of GA to restore the short hypocotyl phenotypes of several gain-of-function Aux/IAA mutants. We found that GA did not significantly affect the hypocotyl length of the *axr2* mutant, and that the hypocotyl phenotypes of these mutants overall were only partially restored by treatment with GA (Fig. S4A). These data indicate that auxin signaling is required for a growth program independent of the regulation of GA metabolism, and that constitutive repression of auxin signaling in the Aux/IAA mutants represses this program. We propose that auxin promotes hypocotyl growth in part through GA and in part through an unknown independent pathway(s). A mechanism by which auxin can induce hypocotyl growth independently of GA synthesis may be important for rapid growth responses.

It is important to note that while the results of our paclobutrazol experiments are consistent with a model in which auxin stimulates synthesis of GA, which then contributes to the elongation response, this may be an oversimplification. GA levels are under negative feedback regulation in which expression of GA biosynthesis genes is repressed as GA levels increase [76]. Auxin biosynthesis in turn is regulated in part by PIF4, which is indirectly activated by GA. Dynamic regulation between these two hormone pathways is likely to be important for hormone-mediated cell expansion.

### Auxin Promotes Cell Expansion Independent of Time of Day in Part through Regulation of PIF-independent Pathways

As previously mentioned, several signaling pathways are important for controlling hypocotyl growth, including light signaling and the circadian clock, as well as hormone signaling [37], [39], [42]. Many of the growth-associated downstream genes in these pathways are regulated by PIF transcription factors [37], [39], [42], recently shown to be required for activation of transcription downstream of GA signaling [37], [39], [42]. PIF4 and PIF5 are two members of the PIF family that are circadian regulated and for which expression level is correlated with hypocotyl growth [39], [42], [77]. A recent study by Nozue *et al.* [77] suggests that PIF5 is a modulator of auxin signaling and that PIF4 and PIF5 regulate auxin sensitivity to control hypocotyl growth.

There are several possible mechanisms by which transcriptional auxin signaling may promote growth either by feeding into a PIF4/5-mediated pathway or acting independently. First, auxin might promote PIF4/5 activity by inducing *PIF4/5* transcription during the day; second, auxin might indirectly promote PIF4/5 activity by stimulating GA synthesis consequently degrading the DELLA repressors of the PIFs; third, auxin might act independently of PIF4/5 and regulate transcription of PIF4/5 targets during the day; last, auxin might act independently of the PIFs and regulate PIF4/5-independent growth genes. We addressed the first possibility by analyzing our microarray data. 

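The log2 level of *PIF4* (AT2G43010) in experiment “a” at 2 h was 14.48 ± 0.02 in the controls and 14.62 ± 0.17 with picloram (SD, n = 3 each), a change of 0.14 (SE 0.17, adjusted p = 0.668 from limma). In wild type of experiment “b” the change was 0.07 (SE 0.12, adjusted p = 0.818). The second splice form of *PIF4*, with the opposite sign, changed there by -0.01 (SE 0.14, adjusted p = 0.976). *PIF5* (AT3G59060) changed by 0.31 in “a” (SE 0.26, adjusted p = 0.521) and by -0.14 in “b” (SE 0.17, adjusted p = 0.731). At 30 min the changes were 0.01 for *PIF4* and 0.19 for *PIF5*. Neither gene was called in any alternative or with any replicate left out. Changes well above the errors given can go uncalled in these fits.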

We did not detect a transcriptional response to auxin for the *PIF4/5* genes, suggesting that auxin either enhances residual PIF activity that may be present during the day, or acts in parallel to promote elongation independently of these proteins during the day.

We asked whether auxin, GA, and PIF4/5 are required for the initial growth response to a pulse of auxin using a time course elongation assay done during the day. A 2-hour auxin treatment led to an increase in hypocotyl length in wild-type seedlings within 2 hours (Fig. 6A). The response of *pif4pif5* mutant seedlings was indistinguishable from that of wild type, suggesting that this initial growth response does not require PIF4/5 protein. This result is not surprising given that PIF4 and PIF5 are rapidly degraded by a phyb-dependent mechanism and transcriptionally inhibited by the DELLAs during the day, and so are unlikely to be required for daytime growth [37]. In contrast, both the *ga20ox2* double mutant and the *axr2-1* are completely resistant to auxin in this assay (Fig. S4B). These results suggest that both auxin and GA are required for the initial growth response.

**Figure 6:**
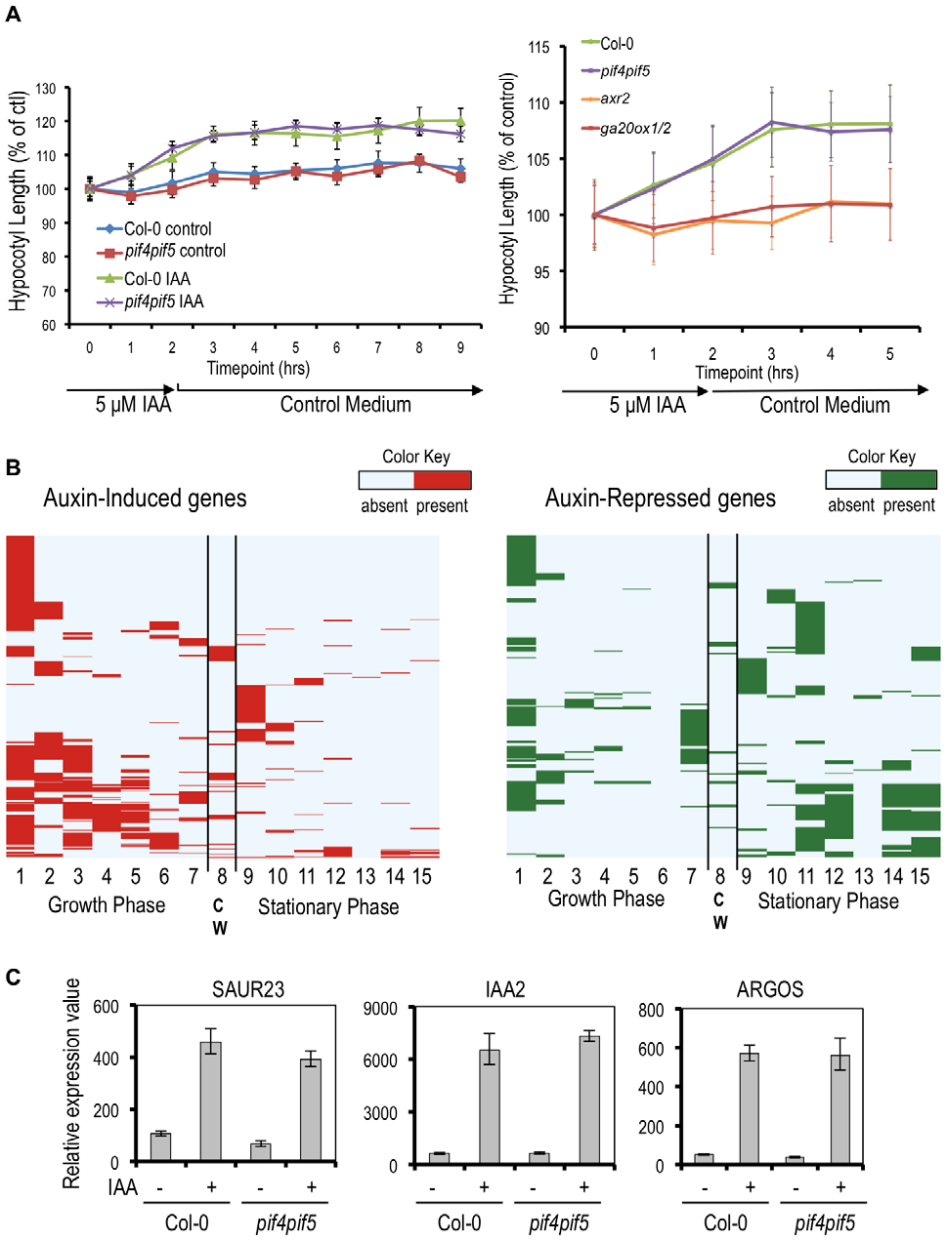
Auxin promotes hypocotyl elongation through PIF-dependent and –independent pathways. PIF4 and PIF5 are not required for transient auxin response. Average hypocotyl length of wild-type (Col-0) or *pif4pif5* mutant seedlings treated with 5 µM IAA for two hours was measured each hour for 7 hours. Error bars indicate standard error. Hypocotyl length at each time point is shown as a percentage of length at time 0. (B) Auxin-responsive genes are associated with growth conditions. Picloram-induced genes are also induced in the dark (column 1, up in WTD) and during growth (2, upG; 6, upG PIF4/5), and repressed by light (3, down in WTRc; 7, DL) and in the pifq mutant (4, down in pifqR1; 5, down in pifqD). Picloram-repressed genes are also repressed in the d*ark (colu*mn 9, down in WTD) and upregulated by light (10, upL; 15 up in WTRc), during stationary phase (11, upS; 13 Nozue upS PIF4/5), and in the pifq mutant (12, up in pifqR1; 14, up in pifqD) (see Methods, Table 1 and Table S6 for complete description of array conditions shown). CW indicates genes associated with cell wall metabolism (column 8). (C) PIF4/5-dependent genes are regulated by auxin in seedlings. Wild-type (Col-0) or *pif4pif5* mutant 5-day-old seedlin*gs were t*reated with 5 µM IAA or a solvent control for 2 hours and used for RNA isolation. Expression value of each gene shown, relative to a control gene, was determined by qRT-PCR.

**Table 1:** Microarray data selected for comparison to auxin-regulated gene sets.

Reference	GEO ID	Conditions analyzed
Leivar et al. 2009	GSE17159	wild-type *vs. pifq* (*pif1 pif2 pif3 pif4 pif5* mutant) 2 day dark
		wild-type *vs. pifq* 2 day dark plus 1 hr red light
		wild-type 2 day dark treatment *vs. wild-type* 2 day red light
		wild-type seed *vs.* wild-type 2 day dark
Nozue et al. 2011	GSE21684	UpG PIF4/5 - Genes up in growth phase and PIF4/5 Dependent
		UpG - Genes up in stationary phase and PIF4/5 independent
		upS PIF4/5 - Genes up in stationary phase and PIF4/5 dependent
		upS - Genes up in stationary phase and PIF4/5 independent
Ma et al. 2005	GSE14648	6 day old light grown hypocotyls
		6 day old dark grown hypocotyls

To address whether the transcriptional targets of auxin signaling are also PIF targets, we performed an extensive comparison of our auxin-responsive cell expansion data set with existing growth-related microarray datasets. Nozue *et al.* [77] describe a series of global expression analyses in the *pif4pif5* mutant to classify sets of “growth” and “stationary” phase genes that are PIF4/5-dependent or -independent. Using the resulting gene lists as well as datasets obtained using various light conditions in wild type and a *pif1 pif3 pif4 pif5 PIF* quadruple mutant (*pifq*) [78], we compared our gene lists to the growth-regulated genes identified in these selected arrays. For a description of the arrays selected and the method of comparison see Methods, Table 1 and Table S6. 

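Of the 490 loci of Table S6 and the 270 of Table S7, all have a value in both experiments, and the rank product recomputed here called 477 of the first as induced and 266 of the second as repressed.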

We compared our auxin-induced and auxin-repressed gene lists to each array dataset and identified 490 auxin-induced genes and 270 auxin-repressed genes also presented in these growth datasets. We converted these results into a matrix in which each row represents an auxin-responsive gene from our list, and each column represents a microarray condition (Table S6). We then used hierarchical clustering to generate maps of each matrix. We divided each map into ‘growth’ and ‘stationary’ sections to reflect the conditions with which regulation of each gene is associated, as described by Nozue et al. [77] (Fig. 6B). We also included a column of genes associated with cell wall reorganization, ‘CW’ [79].

A pattern that emerges from our matrix maps is that many picloram-induced genes are co-regulated by conditions where growth is occurring. We found that 46% of our auxin-induced genes are induced in wild type 2-day-old seedlings grown in the dark when compared to light-grown seedlings (Fig. 6B column 1), and 21% are repressed by a 2-day red light treatment that inhibits hypocotyl elongation (Fig. 6B column 3). Similarly, the overlap between stationary phase genes and auxin-repressed genes is greater (the sum of values in columns 9–15 is 348 for 269 genes) than between stationary phase genes and auxin-induced genes (the sum of values in columns 9–15 is 191 for 490 genes) (Fig. 6B, left and right maps, columns 11,12,14,15). Therefore, our auxin-induced gene list consists at least in part of genes that are associated with growth, such as *ARGOS* (AT3G59900) and *ARGOS-LIKE* (AT2G44080)] [80], [81], *LONGIFOLIA1* (AT5G15580) and *LNG2* (AT3G02170) [82] and several *EXPANSIN* and *EXPANSIN-LIKE* genes (Table S6) [83], [84], [85].

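Summed over only the loci that the rank product called here, columns 9 to 15 hold 181 marks for the induced genes of Table S6 and 344 for the repressed genes of Table S7. The sums of columns 1 to 7 over the same loci are 814 and 231. The marks are those of the paper's tables, and the arrays behind them were not analysed here.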

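*ARGOS* (chromosome 3, 22129505 to 22130472 of TAIR10.1) rose with picloram in experiment “a” at 2 h from a log2 level of 13.48 ± 0.10 to 15.29 ± 0.11 (SD, n = 3 each), a change of 1.81 (SE 0.34, adjusted p = 0.00822 from limma), and in wild type of “b” by 1.49 (SE 0.15, adjusted p = 3.78e-04). *ARGOS-LIKE* (*ARL*) changed by 1.68 in “a” (adjusted p = 0.0154) and by 0.96 in “b” (adjusted p = 0.00790). Its call in “a” was lost without control replicate 2 (adjusted p = 0.0564) and without picloram replicate 1 (adjusted p = 0.0589) or 2 (adjusted p = 0.0527). *LNG1* changed by 2.81 in “a” (adjusted p = 0.00109) and by 0.73 in “b” (adjusted p = 0.0363). In “b” the call of *LNG1* was lost without any of the wild-type arrays, with adjusted p of 0.0955, 0.0884 and 0.142 without control replicate 1, 2 or 3 and of 0.0969, 0.0568 and 0.193 without picloram replicate 1, 2 or 3. *LNG2* changed by 2.34 in “a” (adjusted p = 0.00107) and by 0.52 in “b”, where it was not called (adjusted p = 0.169) except in the 2-group fit with a replicate term (adjusted p = 0.0453). In *afb5-5* the log2 changes were 0.42, 0.41, 0.41 and 0.23, and none was called.
Of 38 genes named as expansins or expansin-like in the reference annotation, 37 had values, and rank product called 7 of them induced and 0 repressed (limma called *EXPA5* lower in “a”, with a log2 change of -0.74 and an adjusted p of 0.0154, but not without control replicate 1 or 2 or picloram replicate 1 or 2). The expansin-like genes *EXLA1*, *EXLA2* and *EXLA3* changed in wild type of “b” by 1.63 (adjusted p = 9.09e-04), 1.60 (adjusted p = 0.00229) and 1.56 (adjusted p = 0.00183). In “a” limma called *EXPA12* (log2 change 2.09, adjusted p = 0.00314), *EXPA20* (log2 change 0.78, adjusted p = 0.0121), *EXPA10* (log2 change 0.70, adjusted p = 0.0262), *EXLA1* (log2 change 0.78, adjusted p = 0.0364) and *EXPA8* (log2 change 0.73, adjusted p = 0.0478) higher. With a replicate left out these calls in “a” were lost for *EXPA20* without control replicate 1 (adjusted p = 0.0531) or picloram replicate 2 (adjusted p = 0.0540), for *EXPA10* without control replicate 1 or 2 or picloram replicate 1 or 3, for *EXLA1* without any of the 2 h arrays but control replicate 2, and for *EXPA8* without any of them. Without normalization between arrays *EXPA20*, *EXPA10* and *EXPA8* were not called either. *EXPA7* (log2 change 2.67 in “a”) and *EXPA18* (log2 change 2.60 in “a”) were called by rank product but by limma in neither experiment, and in wild type of “b” their log2 changes were 0.10 and -0.24. limma called *EXPA7* in “a” without control replicate 3 or picloram replicate 3, and *EXPA18* without picloram replicate 3. In the 2-group fits with a replicate term *EXLA2* was also called in “a” (adjusted p = 0.0155) and *EXPA10* (adjusted p = 0.00530) and *EXPA8* (adjusted p = 0.0390) in “b”.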

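By the marks in Table S6, 186 of the induced genes are regulated in at least one of the conditions of columns 3 to 6 (red light or *pif* mutants) and 304 in none. The mean log2 change of the former after 2 h of picloram was 1.53 ± 0.87 (SD over genes) in experiment “a” and 1.07 ± 0.68 in wild type of “b”. For the latter it was 1.21 ± 0.70 and 0.92 ± 0.48.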

The matrix maps highlight a significant overlap between PIF-regulated genes and auxin targets in elongating hypocotyls (Fig. 6B columns 3–6). This is consistent with previous results from Nozue et al. [77] that show that auxin-regulated genes are overrepresented among genes differentially expressed between *pif4pif5* double mutant and wild type plants. 

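*PIF3-LIKE2* (*PIL2*, AT3G62090) had a log2 change of 1.89 in experiment “a” at 2 h (SE 0.35, adjusted p = 0.00780 from limma) and of 0.13 in wild type of “b” (SE 0.16, adjusted p = 0.735), and rank product called it induced (pfp 0.0192). *SOMNUS* (*SOM*, AT1G03790) rose in “a” from a log2 level of 9.67 ± 0.10 to 13.58 ± 0.04 (SD, n = 3 each), a change of 3.91 (SE 0.27, adjusted p = 1.14e-04). In “b” its level was 6.18 ± 0.47 in the controls and 6.74 ± 0.61 after picloram (SD, n = 3 each), a change of 0.56 (adjusted p = 0.464, or 0.0331 in the 2-group fit with a replicate term).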

Not surprisingly, genes in this category include genes associated with GA pathways including gibberellin biosynthesis genes *GA3OX1* and *GA2OX8*, the GA repressor *RGL1*, *PIF3-LIKE2* (AT3G62090) and SOMNUS (AT1G03790), a germination gene downstream of *PIL5* (AT2G20180). Of the 81 genes defined by Nozue et al. [77] as upregulated by growth and PIF4- or PIF5-dependent, 38 are also classified in that study as auxin regulated. Of these 38, 35 are in our auxin-induced list. Our auxin-induced list also includes an additional 17 PIF4/5-dependent genes not classified by Nozue *et al.* as auxin-responsive [77].

These findings raise the question of whether auxin regulates PIF target genes through induction of GA biosynthesis and consequent PIF activation, through a GA-independent PIF process, or through a PIF-independent mechanism. We predicted that a set of PIF4/5-dependent growth-associated genes might be auxin-regulated in the absence of PIF activity, since the hypocotyl growth response to the transient auxin treatment during the day did not require PIF4/5 (Fig. 6A). We tested the response of a subset of growth-associated genes, including *SAUR23* (AT5G18060), *IAA2* (AT3G23030) and *ARGOS*, to auxin using qRT-PCR. 

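*SAUR23* was called in wild type of experiment “a” at 30 min (log2 change 2.26, SE 0.29, adjusted p = 0.00787 from limma), though not without picloram replicate 2 (adjusted p = 0.0518) or in a fit to only the groups compared (adjusted p = 0.196), and at 2 h (log2 change 1.45, adjusted p = 0.0107). In “b” it changed by 0.93 (SE 0.38, adjusted p = 0.313) and was called only in a fit to the groups compared with a replicate term (adjusted p = 0.00555). *IAA2* was called in “b” (log2 change 1.69, SE 0.24, adjusted p = 0.00294), and in “a” it was called neither at 2 h (log2 change 1.27, SE 0.47, adjusted p = 0.111) nor at 30 min (log2 change 1.47, adjusted p = 0.378). A replicate term within each time point called it in “a” at 2 h (adjusted p = 0.0188). Rank product called both induced. In *afb5-5* the log2 changes were 0.05 for *SAUR23* and 0.48 for *IAA2*, and neither was called.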

We found that each of these three genes was induced by a 2 hr IAA treatment in *pif4pif5* double mutant seedlings (Fig. 6C). This suggests that these genes are directly regulated by auxin. This has been confirmed for *IAA2*, which is rapidly induced by auxin in the presence of cyclohexamide [86]. The fact that these three genes are PIF-dependent in growth promoting-conditions can be explained by the recent discovery that PIF4/5 directly regulates auxin biosynthesis at elevated temperature [39], [42], [77], [87], [88]. Genes in this category may be direct auxin targets whose expression in growth-promoting conditions, such as elevated temperature, is dependent upon PIF regulation of auxin biosynthesis. However, we do not rule out the possibility that such genes may also be directly regulated by the PIF family in some conditions. Thus, our results support a growth model in which a number of important cell expansion-associated genes are common targets of multiple growth-promoting pathways.

Finally, our analysis also revealed overlap between auxin-responsive genes and growth-upregulated genes that are PIF4/5-independent. 

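In Table S6, 52 of the induced genes are marked in column 6 as dependent on PIF4 or PIF5 in growth, and rank product called all 52 here. Another 136 are marked as growth-upregulated in column 2 and not in column 6, of which 135 were called. With genes marked in column 1, 3 or 7 counted as well, 341 are not in column 6 and 336 of these were called. The mean log2 change was 1.81 in experiment “a” and 1.22 in wild type of “b” for the 52 genes, and 1.27 and 0.96 for the 341.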

More than 200 of our auxin-induced genes are in this category. While this group predictably includes auxin transport (*e.g. PINOID-BINDING PROTEIN1*, AT5G54490; *TOUCH3*, AT2G41100 [89] and signaling factors (*IAA7*, AT3G23050; *IAA5*, AT1G15580), genes in the GA pathway (*GAI*, AT1G14920; *GA20OX2*, AT5G51810), ethylene pathway (*ETHYLENE RESPONSE 2*, AT3G23150; *ETHYLENE RESPONSE SENSOR 1*, AT2G40940; *ERS2*, AT1G04310), and brassinosteroid pathway (*BES1/BZR1 HOMOLOG 2*, AT4G36780; *BRASSINAZOLE-RESISTANT 1*, AT1G75080) are also present. Additionally, several genes with roles in cell wall metabolism are present, including *XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE 16* (AT3G23730), *XTH17* (AT1G65310) and *XTH8* (AT1G11545), *CELLULOSE SYNTHASE-LIKE D3* (AT3G03050), and *CELLULOSE SYNTHASE-INTERACTIVE PROTEIN 1* (AT2G22125). Together, these genes are candidate direct auxin targets involved in growth and in cross-talk with other signaling pathways.

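Of these genes, *PINOID-BINDING PROTEIN1* (*PBP1*) was called in wild type of experiment “b”, with a log2 change of 2.71 (SE 0.18, adjusted p = 2.20e-05 from limma), and not in “a” (log2 change 0.69, adjusted p = 0.344). The difference of its response from that in *afb5-5* was called (adjusted p = 0.00683). *TOUCH3* (*TCH3*) changed by 1.17 in “b” (adjusted p = 0.00118) and by 0.57 in “a” (adjusted p = 0.0475). Its call in “a” was lost with a replicate term (adjusted p = 0.0534), under the other normalizations and without any array of the 2 h groups, with adjusted p of 0.0994, 0.155 and 0.0957 without control replicate 1, 2 or 3 and of 0.131, 0.0956 and 0.117 without picloram replicate 1, 2 or 3. *IAA7* changed by 0.76 in “a” (adjusted p = 0.0151), but was not called without control replicate 2 (adjusted p = 0.0636) or picloram replicate 1 (adjusted p = 0.0602). In “b” its first splice form changed by 0.52 (adjusted p = 0.144, or 0.0255 in the 2-group fit with a replicate term) and its second by 1.21 (adjusted p = 0.00193). *GAI* changed by 1.15 in “a” (adjusted p = 0.00754) and by 1.11 in “b” (adjusted p = 0.0241). Its call in “b” was lost without control replicate 1 (adjusted p = 0.0988) or 3 (adjusted p = 0.115) and without picloram replicate 2 (adjusted p = 0.116) or 3 (adjusted p = 0.0984).
Of the ethylene receptors, *ERS2* was called in both experiments, with a log2 change of 3.23 in “a” (SE 0.26, adjusted p = 1.47e-04) and of 1.25 in “b” (SE 0.21, adjusted p = 0.00771). *ETR2* (log2 change 1.93, adjusted p = 0.00413) and *ERS1* (log2 change 1.48, adjusted p = 9.57e-04) were called in “a” only, and in “b” their adjusted p was 0.386 and 0.472. *BEH2* changed by 1.76 in “a” (adjusted p = 0.00229) and by 0.56 in “b” (adjusted p = 0.175, or 0.0242 in the 2-group fit with a replicate term). The first splice form of *BZR1* changed by 0.97 in “a” (adjusted p = 0.00402) and by 1.90 in “b” (adjusted p = 0.00579), and the second, on the chip of “b” alone, by 0.12 (adjusted p = 0.859).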

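*XTH16* was called in wild type of experiment “b”, with a log2 change of 2.14 (SE 0.31, adjusted p = 0.00362 from limma). In “a” its change was -0.14 (adjusted p = 0.959), with log2 levels of 13.34 ± 2.25 in the controls and 13.20 ± 2.22 after picloram (SD, n = 3 each). The sign in “a” changed without control replicate 2 (0.52), control replicate 3 (0.50) or picloram replicate 1 (1.14). *XTH8* changed by 1.56 in “b” (adjusted p = 4.73e-04) and by 0.70 in “a” (adjusted p = 0.0435), where it was not called without any array of the 2 h groups, with adjusted p of 0.0533, 0.0855 and 0.125 without control replicate 1, 2 or 3 and of 0.101, 0.141 and 0.0790 without picloram replicate 1, 2 or 3. *XTH17* changed by 1.67 in “b” (adjusted p = 0.0347) and by 0.50 in “a” (adjusted p = 0.207). Its call in “b” was lost under quantile normalization (adjusted p = 0.0516), without control replicate 2 (adjusted p = 0.113) or 3 (adjusted p = 0.114) and without picloram replicate 1 (adjusted p = 0.103), 2 (adjusted p = 0.0525) or 3 (adjusted p = 0.157). *CSLD3* changed by 1.45 in “a” (adjusted p = 0.00418) and by 0.87 in “b” (adjusted p = 0.0321), where its call was lost without control replicate 1 (adjusted p = 0.124) or 3 (adjusted p = 0.136) and without picloram replicate 1 (adjusted p = 0.0773), 2 (adjusted p = 0.106) or 3 (adjusted p = 0.144). *CSI1* changed by 1.71 in “a” (adjusted p = 0.00115) and by 0.37 in “b” (adjusted p = 0.345).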

### Auxin Regulates Additional Candidate Cell Expansion Genes

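Table S4 lists 218 loci, of which 138 are in the induced and 80 in the repressed list of Table S3. All have values in both experiments, and the rank product recomputed here called 138 of them induced and 76 repressed. limma called 131 of the 218 in experiment “a” at 2 h, 52 in wild type of “b” and 23 in both.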

In our auxin-responsive gene list, 81 genes we identified as auxin-induced and 70 genes we identified as auxin-repressed are interrogated by the NimbleChip but not by the Affymetrix ATH1 chip (ftp://ftp.arabidopsis.org/home/tair/Microarrays/Affymetrix/). These genes are presented in Table S4. 

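*KIDARI* (*KDR*, AT1G26945; chromosome 1, 9351160 to 9352833 of TAIR10.1) was called in both experiments at 2 h, with a log2 change of 2.63 in “a” (SE 0.49, adjusted p = 0.00737 from limma) and of 1.88 in wild type of “b” (SE 0.13, adjusted p = 2.51e-05). In *afb5-5* it changed by 0.09 (SE 0.13), and the difference from wild type, 1.79, was called (adjusted p = 0.00266). *PAR2* (AT3G58850) was called in “b” (log2 change 2.29, SE 0.30, adjusted p = 0.00193) and not in “a” (log2 change 0.75, adjusted p = 0.202), where a fit to only the 2 groups compared called it (adjusted p = 0.0339, or 0.0268 with a replicate term). *BREVIS RADIX* (*BRX*, AT1G31880) was called in “a” (log2 change 1.42, SE 0.25, adjusted p = 0.00571) and not in “b” (log2 change 0.41, adjusted p = 0.506), and rank product called it induced (pfp 0.0203).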

Several genes among these have predicted functions in cell expansion, including *BREVIS RADIX* (AT1G31880), which promotes leaf, root and shoot growth [90], *KIDARI* (AT1G26945), which promotes shoot elongation downstream of GA [91], and *PAR2* (AT3G58850), a transcription factor induced during the shade avoidance response [92]. Due to a lack of available microarray data, we did not further explore the expression profiles or functions of these genes. However, we confirmed auxin-responsiveness of *PAR2* as well as of *CTR1* (AT5G03730) and *BRIL* (AT1G55610) (new candidate growth genes that are not represented on the ATH1 chip) in seedlings using qRT-PCR (Fig. S5).

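*CTR1* was called in wild type of experiment “a” at 2 h (log2 change 1.29, SE 0.25, adjusted p = 0.00813 from limma) and not in “b”, where its splice forms changed by 0.27 (SE 0.12, adjusted p = 0.358) and 0.35 (SE 0.16, adjusted p = 0.364). The locus AT1G55610, *BRL1* in the reference annotation, changed by 1.36 in “a” (SE 0.39, adjusted p = 0.0468) and by 0.47 in “b” (SE 0.21, adjusted p = 0.352). Its call in “a” was lost with each array's median subtracted, without normalization between arrays, in a fit to only the groups compared, and without any array of the 2 h groups, with adjusted p of 0.0538, 0.161 and 0.0645 without control replicate 1, 2 or 3 and of 0.160, 0.0636 and 0.101 without picloram replicate 1, 2 or 3. Rank product called *CTR1* (pfp 0.0487) and *BRL1* (pfp 0.0346) induced.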

### Concluding Remarks

Our hypocotyl sampling approach enabled us to detect auxin-responsive growth-associated genes that have not been detected in many whole seedling arrays. It is possible that the large number of genes in our auxin-responsive lists that were not found in the MASTA analysis or the comparison with the Nemhauser *et al.* [61] and Stepanova *et al.* [62] datasets represent genes that are auxin-responsive in a specific spatio-temporal pattern that is masked in experimental designs using diverse tissue homogenates. Results from this study emphasize the value of tissue-specific analyses when addressing a particular developmental question. We have uncovered a large set of auxin-regulated genes that are expressed in elongating hypocotyls, including several GA biosynthesis enzymes (Fig. 7). Our results suggest that auxin regulates GA biosynthesis to release DELLA-dependent growth repression [37]. Genetic analyses confirmed the importance of auxin-GA cross-talk for a complete hypocotyl growth response, a process that has also been reported in pea [93]. However, we also demonstrated that regulation of GA is not the only mechanism for auxin-stimulated hypocotyl growth and an independent pathway is required for optimal response. Interestingly, auxin-GA interplay is also involved in tropic hypocotyl growth, although in these processes GA is required to attenuate growth through repression of auxin signaling [94]. It will be important for a complete understanding of hormone-regulated growth to assign downstream growth genes to specific hormone pathways or identify mechanisms and conditions in which these genes are downstream of multiple signaling pathways, as we have proposed for *IAA2*, *ARGOS*, and other genes.

**Figure 7:**
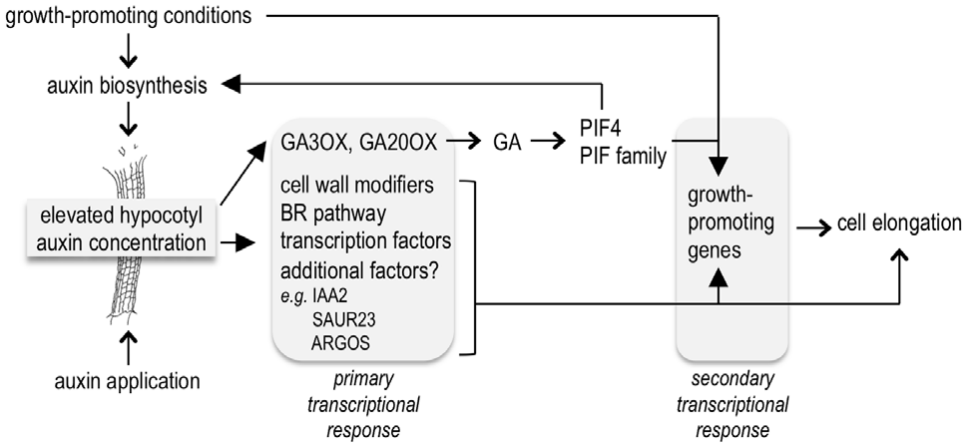
Model for the transcriptional auxin response preceding hypocotyl elongation. Auxin levels in hypocotyl tissue elevate in response to growth-promoting conditions or exogenous auxin, which activates transcriptional auxin signaling. Early auxin-responsive genes include those encoding GA oxidases, cell wall modifying enzymes, and other factors that may contribute directly to cell elongation or regulate expression of additional growth-promoting genes. These pathways may *be reinf*orced by activity of PIF4 and PIF5, which are liberated from DELLA repression due to auxin-mediated modulation of GA levels. In growth-promoting conditions, auxin-responsive genes may be PIF-dependent due to PIF regulation of auxin biosynthesis [39], [42], [77], [87].

Under normal growth conditions, the circadian clock maintains diurnal hypocotyl growth by gating auxin response primarily through PIF4 and PIF5 [39], [41], [42]. However, various stress conditions cause plants to stimulate rapid changes in growth during the day in order to survive. For example, rapid flooding causes changes in hormone levels within 1 h of submergence. Studies in *Rumex palustris* have revealed the importance of ethylene, IAA and GA in stimulating stem elongation following submergence due to rapid flooding [95]. Our hypocotyl transcriptome analysis was performed under conditions that mimic a rapid increase in auxin levels during the day leading to a hypocotyl elongation response. We have identified many cell elongation genes that are known to be growth-associated but have not been previously described as auxin-responsive (Fig. 7). A subset of these genes is described as being PIF4/5-dependent and we would expect this regulation to be active during normal hypocotyl growth conditions during the night when the PIFs are present [39], [42]. However, our results suggest that auxin activates these genes in the absence of PIF4/5 suggesting that auxin promotes hypocotyl growth by an independent pathway during the day. It will be interesting to determine how the activities and expression patterns of these genes are important for the extent and timing of hypocotyl growth. Among our auxin-responsive gene list are genes involved in cell wall biogenesis and secretory pathways known to be important for cell elongation. Using the hypocotyl tissue-specific approach and the NimbleChip, we have also uncovered additional hypocotyl growth genes that may also be important for other cell expansion dependent processes such as petiole growth. With this study we present a transcriptional framework for rapid stimulation of hypocotyl elongation during the day, independent of PIF4 and PIF5, and we provide a genomic basis for the model that auxin, GA, and the PIFs have overlapping roles in regulating growth.

## Materials and Methods

### Plant Material

*Arabidopsis thaliana* mutants and transgenic lines used in this study were all in the *Columbia* (Col-0) ecotype. Mutants *msg2-1* [48], , *slr-1* [49], and *pif4-101/pif5-1* [36] were described previously. *tir1-1, afb1-3, afb2-3, afb3-4, afb4-2, afb5-5* and higher-order combinations among these mutants were described previously [27], [97]. *RGA::GFP-RGA* (CS16360) was obtained from the Arabidopsis Biological Resource Center at The Ohio State University, and the *ga20ox1ox2* mutant [98] was a generous gift from Peter Hedden. For hormone treatment assays and RNA isolations, seeds were plated on ½× Murashige-Skoog medium containing 1% sucrose and 1% agar, and stratified 2–4 days in the dark at 4°C.

### Hypocotyl Growth Assays and Imaging

Seedlings were grown under long day photoperiods (16 h light/8 h dark) at 23°C unless otherwise indicated, with white light intensity of ∼80 µmol/m^2^/s. For treatment assays and RNA isolations, 5-day-old seedlings were transferred to plates containing the chemical being tested or the solvent control (DMSO was used for picloram; ethanol was used for IAA, GA_3_, paclobutrazol and NPA) for an additional 48 hours unless otherwise stated. Hypocotyl images were taken using a Nikon SMZ1500 dissecting scope and all measurements were done using ImageJ software. Data shown represent an average of at least 10 seedlings per treatment; error bars represent standard error.

Seedlings used for visualization of RGA-GFP were grown in long day conditions, and RGA-GFP fluorescence at time zero was analyzed four hours after subjective dawn in two day-old seedlings. Seedlings were then submerged in liquid medium (½× Murashige-Skoog medium containing 1% sucrose) containing the chemical being tested or the solvent control (ethanol) for an additional 2–24 hours, and a subset of seedlings was removed from treatment and imaged at the time points indicated. GFP fluorescence in pRGA:RGA-GFP was visualized using a Nikon SMZ1500 dissecting scope.

### Transcriptome Experiments

#### Microarray “a”

Stratified seeds were plated on medium overlaid with sterilized nylon mesh (110 micron pore size; www.smallparts.com). Two hours after chamber lights came on, mesh rafts containing 5-day-old seedlings were transferred to medium containing 5 µM picloram or an equivalent volume of DMSO for 30 min or two hours. Hypocotyls were dissected over a 30-minute period and frozen in liquid nitrogen. Tissue samples were collected over several days and pooled into biological replicates containing at least 400 hypocotyls. RNA extractions were done using Trizol reagent (Sigma) followed by additional phenol extraction and ethanol precipitation steps. mRNA was amplified using the MessageAmp II aRNA Amplification kit (Ambion) and the manufacturer’s protocol. Labeled cDNA was prepared from aRNA using the Superscript ds cDNA synthesis kit (Invitrogen), Cy3- and Cy5-labeled random nonomers (TriLink) and Klenow fragment (Promega). Samples representing three biological replicates were selected for hybridization to the 4-plex NimbleGen chip at the Center for Genomics and Bioinformatics at Indiana University. Experiment ‘a’ was hybridized to the NimbleGen 4-plex chip using dual-color labeling.

#### Microarray “b”

Seedlings were grown and treated as described for experiment ‘a’; however, roughly 700 hypocotyls were included in each biological replicate to avoid RNA amplification. RNA extractions were performed using the Invitrogen PureLink RNA mini Kit. Three biological replicates were sampled and used for cDNA synthesis and hybridization to the 12-plex NimbleGen chip according to manufacturer’s instructions. Experiment ‘b’ was hybridized to the NimbleGen 12-plex chip using single-color labeling. Microarray ‘b’ was carried out at the GeneChip™ Microarray Core facility at the University of California San Diego.

### Transcriptome Analysis

All microarray analysis was done using R (R Development Core Team (2011), http://www.R-project.org/) and Bioconductor [99]. Microarray ‘a’ was annotated based on the TAIR8 version and ‘b’ was annotated based on TAIR10. Annotation packages were built with pdInfoBuilder using raw data files (.xys) along with a Nimblegen microarray design file (.ndf). All microarrays were RMA normalized using *oligo* in R with this annotation package. Normalized data for array ‘a’ and ‘b’ were analyzed independently using a linear model method [56] performed in the LIMMA package in R. Differentially expressed genes were chosen based on an Empirical Bayes method and an FDR of less than 0.05. To identify a statistically significant list of differentially expressed genes from microarray ‘a’ and ‘b’, Rank Product method was used due to the difficulty comparing datasets derived from independent experiments [58]. As shown in Vert et al. [58], this method [60], [99] often outperforms the linear model when comparing microarray experiments derived from different laboratories. There are several advantages to this method, including the use of pre-processed data, eliminating the requirement for normalizing heterogeneous data together that will often retain ‘lab-effects’ [58]. The Rank Product method includes fewer assumptions under the model, accounts for multiple sources of datasets and performs better with noisy data or a low number of replicates. The expression values are transformed into ranks allowing for the integration of datasets from a variety of platforms [59], [60]. Genes or splice forms that were not present on both chips were removed from the analysis. Upregulated and downregulated gene lists from RankProd were used for the comparisons described below. Microarray data have been deposited in NCBI’s Gene Expression Omnibus [100] and are accessible through GEO Series accession number GSE37217 (www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE37217).

### Array Comparisons

The MASTA package available from the BAR website (www.bar.utoronto.ca) was used to compare RankProd-generated lists with the 7 IAA wild-type treatment arrays included in the MASTA package. The IAA root treatment data from Stepanova *et al.* [62] was downloaded from the Gene Expression Omnibus (GEO) database (www.ncbi.nlm.nih.gov/geo/). CEL files were RMA normalized using the Affymetrix package and input into RankProd. Differentially expressed genes with an FDR less than 0.05 were selected and compared to the picloram-responsive gene lists. For the Nemhauser *et al.* [61] comparisons the genes defined by the authors as auxin-responsive were used.

Microarrays selected for the growth gene comparisons are listed in Table 1, Tables S6 and S7. CEL files were not available for all of the arrays selected; picloram-responsive genes identified in this study were compared with genes defined as differentially expressed according to the publication associated with the data in GEO. Matrices were generated with the picloram-induced and –repressed genes in which each row represents an auxin-responsive gene and each column represents a treatment condition from the array being compared. Genes were assigned a value of 1 if defined as differentially expressed in the associated publication, or a value of 0 if absent from the data set. The resulting matrix was used to generate a hierarchical clustered based map in R. Columns were manually arranged based on conditions where growth is occurring (growth phase) or inhibited (stationary phase). The middle column in each map (cw) includes genes that were defined by Jamet *et al.* [79] as being involved in cell wall biogenesis or secretory pathways likely important for cell wall expansion.

### Quantitative RT-PCR

RNA samples collected from hypocotyl and whole seedling tissue were obtained from tissue frozen in liquid N2 using the INVITROGEN PureLink RNA minikit. RNA yield and quality was quantified using the Thermo Scientific NanoDrop 2000. Equal amounts of RNA were pre-treated with DNase using the DNA-free Kit (Ambion) according to manufacturer’s instructions and used to generate cDNA with SuperScript III First-Strand Synthesis (Invitrogen) with 20-mer oligo(dT) primers. Quantitative RT-PCR was done with SyBR green and the primers listed in Table S8. Primer pairs were evaluated for specificity and efficiency using three serial dilutions of cDNA using the CFX96™ Real-Time PCR Detection System (Biorad). Data were normalized to the reference gene PP2AA3 [101] according to the ΔΔCt method [102]. Primers were designed using QuantPrime [103]. Experiments with hypocotyl or seedling tissue were done with two biological replicates and three technical replicates.

## Supporting Information

Figure S1 **Picloram and IAA share transcriptional targets.** (**A**) Microarray analysis of picloram-regulated genes in hypocotyls and IAA-regulated genes in seedlings or roots identified common target genes. Venn diagrams of auxin-upregulated genes in IAA-treated materials (IAA-up) and hypocotyls of picloram-treated seedlings (Pic-up) are shown. Numbers of genes identified in common are shown in the overlap sections of each diagram. (B) Auxin marker genes are picloram-responsive in hypocotyls from wild-type, but not *afb5-5* mutant, seedlings. Hierarchical clustering result of IAA marker gene expression in hypocotyls of picloram-treated or control wild-type (Col-0) or *afb5-5* (*afb5)* seedlings, as determined by analysis of microarray data using ArrayStar, is shown. (C) IAA marker genes are regulated by picloram in hypocotyls of picloram-treated seedlings. Wild-type (Col-0) or *afb5-5* mutant seedlings were treated with picloram or a solvent control for 2 hours and used for hypocotyl dissection and RNA isolation. Expression value of each gene shown, relative to a control gene, was determined by qRT-PCR.
(TIF) Click here for additional data file.

Figure S2 **Auxin response elements are overrepresented in picloram-responsive promoters.** Statistical significance of overrepresentation of each AuxRE-containing sequence element (p-value) is plotted on the x-axis; the number of promoters containing the element is plotted on the y-axis. Overrepresented sequences were identified using ELEMENT [105].
(TIF) Click here for additional data file.

Figure S3 **GO terms newly associated with auxin-responsive transcription.** Overrepresented GO terms and enrichment scores were identified using GOMiner [106]. Only GO terms not overrepresented in the AtGenExpress datasets [61] are shown.
(TIF) Click here for additional data file.

Figure S4 **GA and auxin act independently and interdependently to regulate hypocotyl elongation.** (**A**) Auxin signaling mutants are partially restored by treatment with GA_3_. Average hypocotyl length of wild-type seedlings or the indicated mutants grown in long days and treated with 50 µM GA_3_ was determined following 48 hours of treatment. Statistical significance was determined using a Tukey HSD post hoc comparison among the means on the analysis of variance using type III sums of squares (p<0.05). Error bars indicate standard error. (b)The *axr2-1* and *ga20ox2* double mutant are deficient in transient auxin response. Average hypocotyl length of wild-type and mutant seedlings treated with 5 µM IAA for two hours was measured each hour for 7 hours. Hypocotyl length at each time point is shown as a percentage of length at time 0. Error bars indicate standard error.
(TIF) Click here for additional data file.

Figure S5 PIF4/5-independent genes are regulated by auxin in seedlings. Wild-type seedlings were treated with IAA or a solvent control for 2 hours and used for RNA isolation. Expression value of each gene shown, relative to a control gene, was determined by qRT-PCR.
(TIF) Click here for additional data file.

Table S1 Microarray experimental design.
(XLSX) Click here for additional data file.

Table S2 Genes auxin-responsive at 30 minutes.
(XLSX) Click here for additional data file.

Table S3 Genes auxin-responsive at 120 minutes.
(XLSX) Click here for additional data file.

Table S4 Newly identified auxin-responsive genes.
(XLSX) Click here for additional data file.

Table S5 GO terms associated with auxin-responsive gene lists.
(XLSX) Click here for additional data file.

Table S6 Genes and microarray datasets presented in Figure 7B, auxin-induced genes.
(XLSX) Click here for additional data file.

Table S7 Genes and microarray datasets presented in Figure 7B, auxin-repressed genes.
(XLSX) Click here for additional data file.

Table S8 Primer sequences used for quantitative RT-PCR.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

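RNA levels were measured in dissected hypocotyls on NimbleGen arrays in 2 experiments of 12 samples each. Experiment “a” compared wild type after 30 min or 2 h on picloram with the solvent control. Experiment “b” compared wild type and *afb5-5* after 2 h. Each group held 3 biological replicates, and every sample was mapped to its group by its label. Replicates were not pooled. The growth, protein, quantitative RT-PCR and published IAA data of the paper were not analysed here.

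The deposited values of both experiments are linear intensities, 1 value per transcript, after the background correction of the authors. The methods name RMA with the R package oligo for both. The medians of the arrays agree in experiment “b”, whose values were taken as normalized between arrays, and differ in experiment “a”, whose values were taken as not normalized. The plan for the tests had named the log2 of the deposited values as they are. When the medians of experiment “a” proved to differ, quantile normalization, the step named in the methods, was made the main setting for “a” before any test was run, and the log2 of the values as deposited became an alternative. Experiment “b” was analysed on the log2 of the deposited values. No pseudocount and no filter were applied.

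Group means were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 1 fit per experiment to all 12 samples and no covariates. All p-values called adjusted come from this tool with Benjamini-Hochberg adjustment over all transcripts of the chip, unless they are said to be adjusted over the list alone, over the 3 families or over both lists, and transcripts with an FDR under 0.05 were called. The error given with a log2 change is the standard error of the moderated model. The interaction of genotype and treatment was tested in the fit of experiment “b”. Sets of genes were tested with fry, and also with camera at its preset correlation of 0.01 and at an estimated correlation. The adjustment of their p over the sets of a comparison was added after the results were seen. Means over sets were compared between groups of arrays with an exact two-sided permutation test, for which 3 arrays against 3 cannot give a p under 0.1.

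The rank product over both experiments was computed with an implementation in Python 3.11.15 and numpy 2.4.6 of the method that the paper cites, since the package itself was not at hand. It used the 30023 transcripts found on both chips, all 9 picloram-control pairs of each experiment, 100 permutations, random seed 1 and a threshold of 0.05 on the estimated percentage of false positives (pfp). The paper's text gives an FDR under 0.05 for the linear model and for the rank product of a published dataset, and names no threshold for its own rank product. Loci were matched between chips and tables by their identifiers, and symbols and positions were taken from the reference annotation of TAIR10.1. Other numbers were computed with scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

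The genes named are every gene the paper names and, for each comparison with calls, the 5 induced and the 5 repressed loci with the largest mean log2 change among those called and changed the same way in each of the 3 differences between replicates of the same number. For wild type at 2 h these loci had to be called in both experiments and by rank product. Where a locus has several splice forms, the lowest is reported and any disagreement of the others is stated. The expansin genes were named after their values were seen.

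Both methods were tested on simulated data with as many arrays and with noise independent between transcripts. In these data 200 transcripts were changed by a log2 of 1 to 3. limma called 75%, 73.5% and 80% of them in the wild-type comparisons at 30 min, at 2 h in “a” and at 2 h in “b”, with 5, 6 and 6 false calls. In *afb5-5* and for the interaction the false calls were 13 and 9, a share above the 5% that the FDR allows.

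The alternatives tried were other normalizations between arrays, leaving out the dimmest 25% of transcripts, a replicate term, a fit to only the groups compared, a variance trend with a robust fit, means over the splice forms of a locus, an FDR under 0.01, and leaving out each replicate in turn. For the rank product they were same-numbered pairs only, each experiment alone, a pfp under 0.01, limma on both experiments, other random seeds and fewer permutations. Signal over background limits these arrays at the dim end, and the 3 arrays per group limit the precision. Promoter sequences were not analysed here, since no genome sequence was used.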

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

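Of the tests in this part, the comparison of the responses at 30 min and 2 h, with all its alternatives, was chosen only after the result was seen.

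The response to picloram differed between wild type and *afb5-5* for 38 transcripts by the interaction test in experiment “b”, which is why it is listed here. In 36 of them the response was more positive in wild type, and their median log2 change was 2.24 in wild type and 0.15 in *afb5-5*. The count was 35 under quantile normalization and 45 under median centring, which act on values taken as already normalized by the authors. A scaling common to all transcripts of an array is argued against for these 38 transcripts. The median log2 change over all transcripts was -0.04 in wild type and -1.1e-04 in *afb5-5*, against 2.24 and 0.15 for the 38. A distortion by the authors' normalization that differs between transcripts was not tested and stays open. The count was 42 with the dimmest 25% of transcripts left out, and 31 with a replicate term. It fell to 21 without wild-type control replicate 3, to 22 without *afb5-5* control replicate 2 or 3 or wild-type picloram replicate 2, to 19 without wild-type picloram replicate 3, and to 24, 22 and 19 without *afb5-5* picloram replicate 1, 2 or 3. Of 100 splits of the samples, 5 gave as many calls, the real split included, and the highest other split gave 2555. These splits regroup all 12 samples, do away with the response in either genotype and do not stand for equal responses, so 2555 is no level of chance, and for this count chance is not excluded. The loci overlap the lists of Table S3, with 27 in the induced and 2 in the repressed list, but those lists were chosen in part on the same wild-type arrays. The loss of AFB5 function named by the labels stays among the open explanations. The level of the *AFB5* transcript was not called between the genotypes. Its control arrays did not overlap, with 13.38 to 13.56 in wild type and 12.97 to 13.24 in *afb5-5*. The picloram arrays did overlap, with 12.55 to 13.16 and 12.49 to 13.16, so this transcript does not settle the labels.

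The response in wild type differed between 30 min and 2 h for 257 transcripts of experiment “a” by the same kind of test, 126 with a higher and 131 with a lower response at 2 h. The paper does not report this comparison. Of these transcripts, 251 were called at 2 h and 5 at 30 min, 153 changed in opposite directions at the 2 times, and the median size of the log2 change was 1.44 at 2 h and 0.17 at 30 min. A bias between the dyes that is constant for a transcript cancels in this difference, because the dyes were laid out the same way at both times. A dye bias that differs between the hybridizations would not cancel and was not tested. In experiment “b”, which used a single dye, 252 of the transcripts have a value, and 201 of these changed in the same direction as in “a” at 2 h, 37 of them as calls. Of 100 splits that regroup all 12 samples, 2 gave as many calls, the real split included, with 1529 in the highest other split. Such splits do not stand for equal responses here either, so chance is not excluded for this count. The count depends on the scaling and on single arrays. Without normalization between arrays 26 transcripts were called, 25 of them among the 257. With each array's median subtracted the count was 173, with 128 higher and 45 lower responses at 2 h. The balance of directions thus depends on the scaling too. A replicate term gave 98, with 64 higher and 34 lower, and 86 of them were among the 257. This term spans both times, between which the numbers did not pair the samples. A term within each time point was not fitted for this difference. Left out in turn, control replicates 1 and 3 at 30 min gave 59 and 120, picloram replicates 2 and 3 at 30 min 28 and 64, the control replicates at 2 h 28, 22 and 71, and the picloram replicates at 2 h 21, 25 and 126. The time on picloram is the biological difference that the design names, and it stays among the open explanations, since the authors' processing of experiment “a” and the dyes may contribute.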

How the results depend on the processing

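The alternatives chosen only after the data were seen were, for experiment “a”, values without normalization between arrays, loess within numbered pairs and a replicate term within each time point; a replicate term in fits to only the 2 groups compared; median centring and leaving out a replicate for the loci called in both experiments; the other random seeds and 20 permutations of the rank product; all settings of the comparisons between 30 min and 2 h; for genes the paper names, median centring and leaving out the dimmest 25% of transcripts; and all settings of single genes taken for the size of their change and of the expansin genes, and the scalings of the gene families outside 30 min. The adjustment of set tests over the sets was added then as well; calls of sets among the alternatives use the unadjusted p of fry. All other alternatives were fixed before the data were examined. The plan had named the deposited values of experiment “a” as the main setting and quantile normalization as an alternative, and these exchanged roles once the values were seen not to be normalized, before any test was run. As planned, without normalization, the calls numbered 49 at 30 min and 1543 at 2 h.

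A fit to only the 2 groups compared lowered the count from 63 to 0 at 30 min, from 804 to 425 in wild type of “b”, from 461 to 177 between the picloram-treated genotypes and from 1023 to 481 between picloram-treated wild type and control-treated *afb5-5*, and raised it from 3450 to 4420 at 2 h in “a”; the cause was not tested. With a replicate term added to that fit the counts were 0 at 30 min, 5894 at 2 h in “a”, 5961 in “b” (2712 induced and 3249 repressed) and 0 between the picloram-treated genotypes, and the cause was not tested. The replicate term in the whole fit gave 1295 in wild type of “b” and, within each time point, 94 at 30 min and 5716 at 2 h in “a”. It gave 98 for the difference between 30 min and 2 h. It moved no other total count by more than 1.5-fold and changed no call of a gene set by fry, but the repressed calls at 30 min fell from 16 to 5. Median centring gave 41 at 30 min, and loess 1672 at 2 h; the cause was not tested. An FDR under 0.01 passes fewer transcripts by construction, and left 31, 1085, 348, 160, 443 and 17 for the 30 min, 2 h “a”, 2 h “b”, picloram-treated genotypes, picloram-treated wild type against control-treated *afb5-5* and interaction counts, and 81 for the loci called in both experiments.

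The difference between 30 min and 2 h, 257, moved to 26 without normalization, to 1156 with a variance trend and robust fit and to 550 with the dimmest 25% left out. The 108 transcripts called between the 2 h and 30 min controls moved to 35 without normalization and to 380 with the trend. The cause was not tested. The rank product counts of 750 and 452 moved to 418 and 222 with a pfp under 0.01, to 381 and 264 in experiment “a” alone, to 333 and 66 in “b” alone, and to 1577 and 1102 with limma on both. Same-numbered pairs gave 886 and 577, and the other seeds gave 733 to 738 and 448 to 454.

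With a replicate left out in turn, the counts ranged from 37 to 69 at 30 min, 1450 to 2686 at 2 h in “a”, 338 to 680 in “b”, 157 to 300 between the picloram-treated genotypes, 445 to 743 between picloram-treated wild type and control-treated *afb5-5*, 19 to 35 for the interaction, 135 to 233 for the loci called in both experiments, 21 to 319 for the difference between the times, 1 to 183 for the controls, and 575 to 715 induced and 259 to 508 repressed by rank product. Fewer arrays lower the power of the test by construction. The comparisons with 0 calls stayed at 0. The named genes called ranged from 28 to 30 in “a” and 17 to 22 in “b”. The mean change in *afb5-5* ranged from 0.096 to 0.25 for the induced list and from -0.26 to -0.16 for the repressed list, and at 30 min from 0.90 to 1.07 for *SAUR*, 0.42 to 0.72 for *AUX/IAA* and 0.68 to 1.40 for *GH3* genes.

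For single genes, 166 combinations of gene and comparison gave 2426 values under the alternatives. Of these, 2160 kept their direction and their side of the threshold, 231 were no longer past it (146 of them without a replicate), 28 came to pass it and 7 changed sign. The sign changes were *XTH16* in “a” without control replicate 2 (0.52), control replicate 3 (0.50) or picloram replicate 1 (1.14), over a range of -1.44 to 1.14, *RGA* in “b” without control replicate 2 (0.08) or picloram replicate 1 (0.12), over a range of -0.27 to 0.12, *EXPA7* in “b” without control replicate 3 (-0.0031), over a range of -0.0031 to 0.20, and *EXPA12* in “b” without picloram replicate 2 (-0.025), over a range of -0.025 to 0.22, and none of these genes was called in that comparison. The cause was not tested. Quantile normalization and means over splice forms were not run as alternatives for “a”, where the first is the main setting and each locus has 1 transcript. Promoter hexamers were not run. Signal over background limits the dim transcripts, and leaving them out lowered the repressed calls at 30 min from 16 to 7 and changed the other total counts not named by less than 1.5-fold.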

Differences from the paper's values

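Of the values that the paper states in its text or figures for a measure computed here, 1 lay more than 1.5-fold from the value in the main setting. The paper gives 81 as the number of induced genes that are not on the ATH1 chip and are presented in Table S4, and 138 loci of that table are in the induced list of Table S3. For the repressed genes the paper gives 70, and 80 loci of the table are in the repressed list. No alternative applies to these counts of a table, and which of its loci the ATH1 chip lacks was not analysed here. Columns 1 and 3 of Table S6 mark 63.1% and 28.0% of its 490 genes. The paper's text states lower shares of its auxin-induced genes for these columns. The tests named below that were chosen only after the values were seen are the loess, the values without normalization, the replicate term within the time point and the rank product with 20 permutations.

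Table S2 lists the size of the change for 65 loci at 30 min, and r between its values and the sizes here is 0.997. The table prints all 16 repressed loci with a positive value, and here these 16 have a negative log2 change. On a scale without sign none of the 65 differs. Of the listed loci 4 were not called here. *IAA1* (log2 change 1.64, adjusted p = 0.0504) was called without control replicate 1 (adjusted p = 0.00342) and with a variance trend and robust fit (adjusted p = 0.00959), alternatives set before the data were examined, and with a replicate term within the time point (adjusted p = 0.0206), chosen after seeing the values. AT4G13790 (log2 change 1.94, adjusted p = 0.0585) was called with a replicate term (adjusted p = 0.0399), median centring, a variance trend and robust fit and without picloram replicate 1, and also with a replicate term within the time point, loess and no normalization between arrays, chosen after seeing the values. *SAUR27* (log2 change 1.54, adjusted p = 0.0585) was called without normalization between arrays (adjusted p = 0.0260) and with loess (adjusted p = 0.0316), both chosen after seeing the values. AT2G15930 (log2 change -1.04, adjusted p = 0.0588) was called in no alternative, and was not tested with the dimmest 25% left out.

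By rank product, 13 induced and 16 repressed loci of Table S3 were not called here. Of these, same-numbered pairs called 12 and 12, experiment “b” alone 2 induced, experiment “a” alone 5 repressed, the dimmest 25% left out 9 repressed, and fits without a replicate up to 4 and 11. Values without normalization between arrays called 8 and 7 and random seed 2 called 2 repressed, both chosen after seeing the values. With 20 permutations in place of 100, a number from a first trial, the induced count equals the paper's 740; this setting was chosen after seeing the values, and only 722 of the paper's 740 loci are among its calls.

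The paper states that the mean levels of both lists of Table S3 are not affected by picloram in *afb5-5*. Here the means changed by 0.19 (adjusted p = 0.0942 from fry in limma) and -0.21 (adjusted p = 0.0693), against 0.95 and -0.72 in wild type. The adjustment over both lists was added after the values were seen. Before it the repressed list passed 0.05 (fry, p = 0.0347), while the exact two-sided permutation test gives p = 0.1 for either list.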

Other observations

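Chosen only after the result was seen were the tests of larger changes in experiment “a”, of the authors' normalization, a swap and the selection of the lists in *afb5-5*, of the gene families in *afb5-5*, of the background correction at 30 min, of the replicate numbers, and the comparison of the controls.

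The samples of each comparison were split in other ways to ask how often chance gives as many calls. Of the 10 splits that 3 samples against 3 allow, 1, the real split, gave as many as the 63 calls at 30 min, the 3450 and 804 at 2 h, the 461 between the picloram-treated genotypes and the 1023 between picloram-treated wild type and control-treated *afb5-5*. With 10 splits the share cannot fall under 0.05 whatever the data, so these splits alone cannot exclude chance. At 30 min the highest other split gave 62 calls, at 2 h 0 in either experiment, and between the picloram-treated genotypes 218. For the 3 comparisons with 0 calls each of the 10 splits gives as many by construction, so the splits test nothing there. Of 100 splits, 1 gave as many as the 279 loci called in both experiments, with 0 in the highest other split, and 1 as many loci by rank product, with 637 in the highest other split and 1177 in the real one at 10 permutations. Chance is excluded for these, and so for the calls at 2 h that the 2 experiments share; the other calls at 2 h are not covered by this test.

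The controls at 2 h and at 30 min, which the paper does not compare, differed in 108 transcripts, 76 of them higher at 2 h, and 5005 had an unadjusted p under 0.05. Of the 10 splits 1 gave as many. The count was 21 and 6 without control replicate 1 or 3 at 30 min, 183 without control replicate 2 at 30 min, and 9, 1 and 4 without control replicate 1, 2 or 3 at 2 h. In the same order 12, 1, 117, 3, 0 and 1 of these were higher at 2 h. Without normalization between arrays 16 were higher and 19 lower, and with each array's median subtracted 57 and 27. The excess of higher transcripts thus depends on the scaling and on single arrays. Of the 108, 18 are in Table S3 and 31 were also called with picloram at 2 h. Time in culture and hybridization cannot be separated here, and no explanation was tested.

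More transcripts were called at 2 h in experiment “a” than in “b”. Replicate numbers pair the wild-type samples in both. With a replicate term in a fit to only the 2 groups the counts were 5894 and 5961, so the gap was absent there. A replicate term in the whole fit left the gap, with 3395 calls in “a” and 1295 in “b”. In those whole fits the numbers do not pair all groups. A bias between the dyes as the whole cause of the calls in “a” alone is argued against, since 68.8% of the 3165 loci called only in “a” changed in the same direction in “b”, where all samples had the same dye, against 53.8% of the 26366 loci called in neither. These loci were counted by their lowest-numbered splice form. A part of the calls may still come from the dyes, which no array separates from the treatment. A smaller spread between replicates is argued against as well, as the median residual SD was 0.293 in “a” and 0.260 in “b”, a ratio of 1.13. Larger measured changes remain a candidate explanation for the fits with a gap, though they did not give more calls in the 2-group fits with a replicate term. Over the loci of Table S3 the median size of the change in “a” was 1.58 times that in “b”, and over all loci the SD of the changes was 0.54 against 0.38. Amplified RNA, another chip and another laboratory differ together between the experiments and were not tested apart.

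The lists of Table S3 moved in *afb5-5* in their wild-type direction. A swap of a wild-type and an *afb5-5* picloram sample is argued against, since the highest *afb5-5* picloram array had a mean of 9.46 and the lowest wild-type one 10.04. The authors' normalization between arrays stays open. The induced list changed by 0.19 after each array's median was subtracted, but the medians already lay within 1.03-fold, so this step could hardly move it. Selection of the lists on arrays of experiment “b” stays open too. The 1666 loci called induced on the arrays of “a” changed by a mean of 0.069 in *afb5-5* (fry, p = 0.451; exact two-sided permutation, p = 0.5) and by 0.36 in wild type of “b”, and the 1765 called repressed by -0.05 (fry, p = 0.505) and -0.12, which is too small to decide. A weaker response of the same genes in *afb5-5* stays open as well, and cannot be told apart from chance. Across the 29004 loci outside Table S3 the change in *afb5-5* correlated with that in “a” at r = 0.0939, and 3 of 10 splits of the *afb5-5* samples gave an r as high. In wild type of “b” this r was 0.102. Over the listed loci r in *afb5-5* was 0.51, with 0.39 in the highest other split. Loci are not independent replicates. Families taken by their symbols and not from these arrays changed in *afb5-5* by a mean of 0.34 for *GH3* (90.9% of its loci higher), 0.08 for *AUX/IAA* and -0.02 for *SAUR* genes, in the same directions under quantile normalization and median centring. Over the 3 families the adjusted p was 0.0839, 0.0839 and 0.588 from fry in limma and 0.0352, 0.0352 and 0.463 from camera with an estimated correlation. The change of the lists in *afb5-5* may thus reflect a residual response, the choice of the lists or the untested part of the authors' normalization.

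The transcripts called repressed at 30 min lay near the lowest signals, with 9 of the 16 in the dimmest 25% against 2 of the 47 induced. A difference between the dyes that depends on the signal and a response to picloram cannot be told apart here, since 15 of the 16 were also lower at 2 h in “a”, where the dyes were laid out alike, and 13 were lower in “b” with a single dye. The background correction and normalization also stay open, as 5 of the 16 were called without normalization between arrays. No biological explanation was tested.

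In experiment “b” the deviations of the picloram arrays from their group means paired across replicate numbers. The correlation across transcripts was 0.600 between wild-type picloram 2 and *afb5-5* picloram 1 and 0.595 between wild-type picloram 1 and *afb5-5* picloram 2, while arrays of the same number 1 and 2 gave -0.44 and -0.70. An interchange of numbers 1 and 2 in either group may explain this, but in wild type it would break the pairing with its own controls (-0.49 and -0.66), and in *afb5-5* the pairing is weak either way (-0.10 and -0.05), so the possibilities cannot be told apart. In “b” the numbers enter the fits with a replicate term, the rank product of same-numbered pairs and the choice of the loci named for their size of change. No biological explanation was tested.

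In simulated data where each gene kept its own spread, 38.4% of the induced and 34.0% of the repressed rank product calls at a pfp under 0.05 were unchanged genes. Only 96 genes were raised and 104 lowered there, and the shares depend on these numbers. The share among the calls in the real data is not known.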
